# An *Irf6*-*Esrp1/2* regulatory axis controls midface morphogenesis in vertebrates

**DOI:** 10.1242/dev.194498

**Published:** 2020-12-23

**Authors:** Shannon H. Carroll, Claudio Macias Trevino, Edward B. Li, Kenta Kawasaki, Nikita Myers, Shawn A. Hallett, Nora Alhazmi, Justin Cotney, Russ P. Carstens, Eric C. Liao

**Keywords:** *IRF6*, *ESRP1*, Craniofacial, Cleft, Development

## Abstract

*Irf6* and *Esrp1* are important for palate development across vertebrates. In zebrafish, we found that *irf6* regulates the expression of *esrp1*. We detailed overlapping *Irf6* and *Esrp1/2* expression in mouse orofacial epithelium. In zebrafish, *irf6* and *esrp1/2* share expression in periderm, frontonasal ectoderm and oral epithelium. Genetic disruption of *irf6* and *esrp1/2* in zebrafish resulted in cleft of the anterior neurocranium. The *esrp1/2* mutant also developed cleft of the mouth opening. Lineage tracing of cranial neural crest cells revealed that the cleft resulted not from migration defect, but from impaired chondrogenesis. Analysis of aberrant cells within the cleft revealed expression of *sox10*, *col1a1* and *irf6*, and these cells were adjacent to *krt4*^+^ and *krt5*^+^ cells. Breeding of mouse *Irf6*; *Esrp1*; *Esrp2* compound mutants suggested genetic interaction, as the triple homozygote and the *Irf6*; *Esrp1* double homozygote were not observed. Further, *Irf6* heterozygosity reduced *Esrp1/2* cleft severity. These studies highlight the complementary analysis of *Irf6* and *Esrp1/2* in mouse and zebrafish, and identify a unique aberrant cell population in zebrafish expressing *sox10*, *col1a1* and *irf6*. Future work characterizing this cell population will yield additional insight into cleft pathogenesis.

## Abstract (precis)

**Summary:** Experiments using complementary models indicate that disruption of *Irf6* and *Esrp1/2* in mouse and zebrafish results in orofacial clefts, with an aberrant mesenchymal/epithelial cell population identified in the cleft of the *esrp1/2* zebrafish mutant.

## INTRODUCTION

Development of vertebrate craniofacial structures requires coordinated cellular induction, migration, proliferation and differentiation, which allow for the positioning of adjacent epithelial-lined facial processes that ultimately merge (Reid et al., 2011; O'Donoghue et al., 2020; Knight and Schilling, 2006; Jiang et al., 2006; Helms et al., 2005; Dougherty et al., 2012; Creuzet et al., 2005; Cordero et al., 2011; Abramyan and Richman, 2015). Morphogenesis of facial structures such as the midface, lip and palate requires convergence of the medial and lateral nasal prominences and the fusion of the secondary palatal shelves at the midline (Losa et al., 2018; Jiang et al., 2006; Abramyan and Richman, 2015). Failure of these processes to fuse results in orofacial clefts of the lip, primary palate or secondary palate (Gritli-Linde, 2008). Orofacial clefts are among the most common congenital structural anomalies (Yuan et al., 2011; Juriloff and Harris, 2008; Goodwin et al., 2015). From genome-wide association studies carried out over a decade ago to more recent whole-genome sequencing projects of orofacial cleft cohorts, cleft-associated genetic loci continue to be identified, and the transcription factor *IRF6* is one of the most commonly associated genes (Zucchero et al., 2004; Marazita, 2012; Yu et al., 2017; Cox et al., 2018). *IRF6* disruption is causal for syndromic cleft in Van der Woude and popliteal pterygium syndromes, and associated with non-syndromic orofacial clefts (Zucchero et al., 2004; Leslie et al., 2013; Kondo et al., 2002; Beaty et al., 2016).

Several IRF6 transcriptional targets – such as *GRHL3*, *WDR65* (*CFAP57*), *OVOL1* and *KLF4* – have been identified, which are also important for palate development and implicated in human cleft pathogenesis (Rorick et al., 2011; Liu et al., 2016; Kousa and Schutte, 2016; de la Garza et al., 2013). These studies support the premise that investigation of *Irf6* and its transcriptional network will identify key genes that regulate palate development. Multiple mouse models have been generated to investigate *Irf6* function, including a total *Irf6* knockout and substitution of key functional residue *Irf6*^R84C^ in the DNA-binding domain (Richardson et al., 2006; Ingraham et al., 2006). These *Irf6* mutant mouse models exhibited disrupted epithelial terminal differentiation and lack of a functional periderm, leading to pathological adhesions of epithelial embryonic tissues (Richardson et al., 2006; Iwata et al., 2013; Ingraham et al., 2006; Ferretti et al., 2011). The epithelial differentiation and adhesion defects are thought to prevent elevation of the palatal shelves, and ultimately these mice develop a cleft in the secondary palate. Additionally, the midface of these mice were hypoplastic, a phenotype that was attributed to the dysfunctional embryonic epithelium (Richardson et al., 2006; Ingraham et al., 2006).

Epithelial splicing regulatory proteins 1 and 2 (*Esrp1*, *Esrp2*) are also important in embryonic epithelial differentiation and palate development (Lee et al., 2020, 2018; Bebee et al., 2015). *Esrp2* and its homolog *Esrp1* are regulators of RNA splicing that are specifically expressed in the epithelium (Warzecha et al., 2009). *Esrp1/2* knockout mice exhibit bilateral cleft of the lip and primary palate, as well as a secondary palate cleft (Bebee et al., 2015). *Esrp1/2* are unusual among regulators of RNA splicing in that they are tissue restricted and exhibit dynamic expression during embryogenesis (Burguera et al., 2017; Bebee et al., 2015). The developmental importance of *Esrp1/2* is underscored by their conservation across species, from ascidians to zebrafish, *Xenopus*, mouse and humans (Burguera et al., 2017). Gene variant in *ESRP2* was also recently reported in human orofacial cleft cohorts (Cox et al., 2018).

The mouse has been an important experimental model to study craniofacial and palate morphogenesis (Gritli-Linde, 2008). Secondary palate development in the mouse is similar to that in humans, with the analogous stages of vertical outgrowth, elevation, horizontal growth and fusion (Juriloff and Harris, 2008; Gritli-Linde, 2008). Many genes associated with cleft lip and palate (CL/P) in humans, when disrupted in the mouse, result in cleft of the secondary palate without affecting morphogenesis of the primary palate and lip (Van Otterloo et al., 2016; Gritli-Linde, 2008). So while the mouse model can be useful to study the secondary palate, the use of mouse models to study cleft of the lip and primary palate has been less effective as there are remarkably few mouse models in which development of the lip and primary palate are perturbed (Gritli-Linde, 2008). Meanwhile, clinically, CL/P is more common than isolated cleft of the palate only (CPO), and human genetic studies have suggested that the genetics underpinning CL/P and CPO are distinct (Juriloff and Harris, 2008; Gritli-Linde, 2008). The developmental processes of outgrowth of the facial prominences followed by convergence and fusion are thought to be conserved across mammals (Abramyan and Richman, 2015). Therefore, it is hypothesized that differences in mouse versus human phenotypic presentation are caused by spatiotemporal differences in craniofacial development (Gritli-Linde, 2008). In this context, the phenotype of bilateral clefts affecting the lip, primary and secondary palate in the *Esrp1/2* mutant mouse is unique among mouse models and is a valuable tool to study lip and palate morphogenesis.

Zebrafish has been favored by embryologists as an animal model to study craniofacial development, owing to its accessibility, transparency and genetic tractability (Schilling and Le Pabic, 2009; Lieschke and Currie, 2007; Kimmel, 1989). Although a secondary palate, which partially or entirely separates the oral and nasal cavities, is reserved to amniotes, the primary palate is appreciably conserved across vertebrates (Abramyan and Richman, 2015). The primary palate establishes the intact upper jaw (Abramyan and Richman, 2015), which in the larval zebrafish consists of the ethmoid plate, also known as the anterior neurocranium (ANC). In all vertebrates, the most anterior cranial neural crest cells (CNCCs), that migrate rostral then turn caudal and ventral to the eye, contribute to the median frontonasal prominence, and a second CNCC stream, that migrates inferior to the eye and into the first pharyngeal arch, generates the paired maxillary prominences (Reid et al., 1986; Swartz et al., 2011; Kimmel, 1989; Dougherty et al., 2012). The ANC of the zebrafish is formed from the convergence of the median element, which is derived from the frontonasal prominence, and paired lateral elements that are derived from the maxillary prominences (Swartz et al., 2011; O'Donoghue et al., 2020; Duncan et al., 2017). Zebrafish homologs of human genes associated with orofacial clefts will disrupt morphology of the ANC, as have been observed for a number of genes, such as *capzb*, *pitx2*, *pdgfra*, *smad5*, *tgfb2*, *fgf10a* and *wnt9a* (O'Donoghue et al., 2020; Van Otterloo et al., 2016; Duncan et al., 2017).

Here, we carried out detailed gene expression analysis of *Irf6*, *Esrp1* and *Esrp2* in mouse and zebrafish in order to understand the comparative morphogenesis of facial structures and periderm between these important vertebrate genetic models. We analyzed and compared the *Irf6* and *Esrp1/2* mutant phenotypes to elucidate the comparative morphologies and genetic epistasis between these genes. Further, we generated zebrafish *irf6* and *esrp1/2* zebrafish mutants and examined their requirement in morphology of the stomodeum opening and ANC. Interestingly, we identified an aberrant cell population with epithelial and mesenchymal molecular signatures that localized to the region of the ANC cleft. This work highlights the relative strengths of the mouse and zebrafish models for investigating the morphogenetic mechanisms of orofacial clefts, and contributes new insights into the function of *Irf6* and *Esrp1/2* during palatogenesis.

## RESULTS

### *irf6* null zebrafish embryos have decreased expression of *esrp1*

We previously generated a functionally null *irf6* zebrafish allele (Li et al., 2017). Using CRISPR/Cas9, an 8 bp deletion in exon 6 of the *irf6* coding region resulting in a frameshift and premature stop codon, leading to the ablation of *irf6* function. It was observed that embryos lacking maternally expressed *irf6* exhibited epiboly arrest and periderm rupture at 4-5 h post-fertilization (hpf) (Li et al., 2017). Utilizing this *irf6* null model, we aimed to identify genes that were differentially downregulated in *irf6* null versus wild-type (WT) embryos. We performed RNA sequencing (RNA-seq) on WT and maternal/zygotic *irf6* null (mz-*irf6*^-8bp/-8bp^) embryos at 4.5 hpf, just before embryo rupture at the onset of gastrulation. 

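RNA was sequenced from 3 pools of WT embryos and 3 pools of mz-*irf6* -8bp/-8bp embryos, with about 50 embryos in each pool. The results text and the sample labels give the stage as 4.5 hpf, whereas the methods and the design note deposited with the data give 4 hpf. The stage is given here as in the results text. At this time the blastoderm is covered by the enveloping layer, the epithelium that becomes the periderm, and transcripts from the mother's oocyte and from the embryo's own genome are both present. Libraries were made from poly(A) RNA. The deposited counts, on which all values here rest, summed to 18211998, 19816301 and 18975413 in the WT pools and to 18863476, 18801008 and 20441831 in the *irf6* null pools. The submitters' processing notes name Trimmomatic 0.36, STAR 2.7.1a and featureCounts 2.0.0. According to its header, the deposited count table sums reads over the exons of each gene of Ensembl release 91 on GRCz10, without regard to strand. Reads of genes whose exons overlap therefore cannot be told apart, and near-identical paralogs may share or lose reads.

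From these whole-number counts, 16942 of the 34326 genes passed edgeR's filter on low counts and were tested with its quasi-likelihood model and Benjamini-Hochberg adjustment. Levels are in CPM after TMM scaling, which corrects for the share of counts taken by a few abundant genes. The 10 most abundant genes took 4.20% to 4.25% of the counts in WT pools and 3.25% to 3.39% in null pools. The choice of scaling can move all fold changes together, and library totals only shifted their median by 0.18 on the log2 scale. Gene lists were tested with camera from limma at a preset correlation between genes of 0.01, with an estimated correlation as an alternative. The gene lists, the tests of genes and lists between the genotypes, their alternatives and the rule for which genes are named were set before the data were examined. Neither the paper nor the labels say whether the pools of a genotype came from separate clutches, so the p-values measure only the spread between these pools. With 3 pools against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.10.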

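*irf6*, the mutated gene, was at 109 ± 5.76 CPM (SD, n = 3 pools) in WT and at 3.47 ± 0.573 CPM (SD, n = 3) in mz-*irf6* -8bp/-8bp embryos. Its log2 fold change was -4.98 (SE 0.09, adjusted p = 1.01e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which leaves 3.17% of the WT level, and every null pool lay below every WT pool. The gene lies on chromosome 22 of GRCz10 from 1153396 to 1165267, and a small deletion in the coding region leaves the rest of the transcript countable. Beyond *irf6*, 11104 of the 16942 genes tested had an adjusted p under 0.05, of which 5472 were lower and 5632 were higher in the null embryos. *ccnd1*, which encodes a cyclin of the G1 phase, was among the lower genes, with 1801 ± 133 CPM (SD, n = 3) in WT and 727 ± 58.0 CPM in null pools. *tdrd7a*, a Tudor domain gene of the germ plasm, was among the higher genes, at 94.4 ± 2.45 CPM (SD, n = 3) in WT and 158 ± 1.54 CPM in null pools. *mcm5*, a subunit of the replicative helicase, was among the 5838 genes that did not pass, with 270 ± 14.1 CPM (SD, n = 3) in WT and 274 ± 3.25 CPM in null pools.

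The median size of the change was small, at 0.55 on the log2 scale among lower genes and 0.58 among higher genes. The balance of both directions depended on the scaling, since 3764 genes were lower and 7877 higher (32.3% lower, against 49.3%) with library totals only, a setting that moves the median log2 fold change of all genes by 0.18. Of the 11104 genes, 9889 (89.1%) also had an adjusted p under 0.05 and the same direction in the authors' deposited table. That table comes from the same libraries, so the overlap is not independent evidence.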

Differential expression analysis revealed a substantial number of significantly differentially expressed genes (DEGs; *n*=10,299, adjusted *P*-value <0.05) (Fig. 1A-C). Full differential expression results are available in Table S1. To visualize changes in this large number of DEGs, a heat map was generated, which illustrates 1377 upregulated and 1799 downregulated genes with an absolute fold change greater than 2 in *irf6* null relative to WT (Fig. 1A). 

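Among genes that fell by more than 2-fold were *lamb1a*, which encodes a laminin chain of basement membranes, at 28.3 ± 3.26 CPM (SD, n = 3 pools) in WT and 5.02 ± 1.62 CPM in null embryos, and *piwil1*, an Argonaute gene of the germ line, at 61.8 ± 4.79 and 25.9 ± 2.89 CPM. Among genes that rose by more than 2-fold were *lamc2*, another laminin chain, from 1.93 ± 0.432 to 17.0 ± 0.547 CPM, *col6a1*, a collagen VI chain, from 0.314 ± 0.172 to 14.8 ± 4.07 CPM, and *fosl2*, an AP-1 transcription factor, from 0.934 ± 0.0711 to 8.09 ± 0.815 CPM. In all, 1532 genes were lower and 1382 were higher by an estimated fold change above 2 at an adjusted p under 0.05 from edgeR. At a fold change above 4 and an adjusted p under 0.01, 671 genes were lower and 365 were higher. *lamb1a* had a log2 fold change of -2.50 (SE 0.15, adjusted p = 2.76e-10) and *col6a1* one of 5.52 (SE 0.30, adjusted p = 5.74e-11), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

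Testing each gene against a 2-fold change instead of 0, by edgeR's glmTreat, left 992 lower and 637 higher genes. Requiring at least 10 counts in every library, which by construction removes genes nearly absent from one genotype, left 855 lower and 745 higher genes above 2-fold and 233 and 101 above 4-fold.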

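*tbxta*, the Brachyury homolog that marks prospective mesoderm, lay between 86.7 and 106 CPM in the 3 WT pools and between 4.22 and 5.38 CPM in the 3 null pools. *hnrnpa1a*, an abundant RNA-binding protein gene with a smaller change, lay between 790 and 794 CPM in WT and between 548 and 563 CPM in null pools. *pmaip1*, a proapoptotic BH3-only gene, lay between 12.1 and 18.4 CPM in WT and between 3.18 and 5.54 CPM in null pools. The null pools differed more for *isg15*, an interferon-stimulated ubiquitin-like gene, which lay between 6.17 and 8.68 CPM in WT and between 7.79 and 18.7 CPM in null pools. Of the 2914 genes changed by more than 2-fold, 2892 (99.2%) had all 3 null pools on one side of all 3 WT pools, and 52.6% were lower in the null embryos. Genes picked by a test on these same pools lie mostly apart by construction. The share with separate pools was 69.2% among all genes tested, where chance gives 10%. Spearman correlations across the tested genes, which are not independent of one another, were 0.995 to 0.996 between pools of one genotype and 0.944 to 0.949 between pools of different genotypes.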

The patterns of gene expression among these strongly DEGs were highly reproducible across the two genotypes, and demonstrated relatively similar numbers of downregulated and upregulated genes. When we visualized DEGs using significance values relative to fold change in expression, we found that the most significant and strongest effects on gene expression were biased toward those downregulated in the *irf6* null embryos (Fig. 1B). 

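Of the 10 largest falls, 3 were in claudins and 2 in keratins. *cldne*, a claudin of the tight junctions, was at 263 ± 0.933 CPM (SD, n = 3 pools) in WT and 0.163 ± 0.128 CPM in null embryos, and *cldn23a*, another claudin, was at 95.5 ± 5.06 and 0.0818 ± 0.0582 CPM. *cldnf* (a claudin), *slc14a2* (a urea transporter) and *stx11b.1* (a syntaxin of membrane fusion) had 0 counts in all null pools, which makes them at least 185-fold, 178-fold and 112-fold lower, taking 3 counts over the null pools as the limit. *krt92*, a keratin, had 1 count over the null pools and a WT to null ratio of 5063 (95% counting interval 908 to 200005), which is uncertain because its exons overlap *cyt1* and *cyt1l*. The 10 largest rises were in genes barely detected in WT. *mymx*, a myoblast fusion peptide, went from 0.0928 ± 0.0301 CPM (SD, n = 3) to 18.4 ± 1.09 CPM, and *acbd4*, an acyl-CoA binding protein, from 0.132 ± 0.0907 to 19.1 ± 0.652 CPM. *tmprss15*, the intestinal protease enteropeptidase, had a null to WT ratio of 297 (95% counting interval 81.9 to 2457), and the uncharacterized gene *si:dkey-10f21.16* had 0 counts in WT and was at least 439-fold higher in the null pools. These counting intervals and limits cover counting error only.

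Of the 100 genes with the smallest p from edgeR's quasi-likelihood test, 93% were lower in the null embryos, and of the 100 with the largest absolute log2 fold change, 86% were lower (77.0% without the first WT pool). Beyond a log2 change of 5, 155 genes were lower and 37 were higher at an adjusted p under 0.01. The shares were 76.8% and 73.0% among the first 500 genes of each ranking, and they carry no test, since genes are not replicates.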

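*grhl3*, a Grainyhead-like transcription factor of surface epithelia, was at 253 ± 16.8 CPM (SD, n = 3 pools) in WT and 0.308 ± 0.126 CPM in mz-*irf6* -8bp/-8bp embryos. Its log2 fold change was -9.65 (SE 0.12, adjusted p = 3.10e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *klf17*, a Krüppel-like factor of the enveloping layer, fell from 221 ± 7.42 to 46.0 ± 0.877 CPM (log2 fold change -2.27, SE 0.05, adjusted p = 9.94e-17 from the same test). *wnt11f2*, which encodes a Wnt11 ligand that acts in convergent extension, fell from 199 ± 1.38 to 44.0 ± 2.82 CPM. *ovol1a*, an Ovo-like zinc finger gene of epithelia, fell from 67.7 ± 3.05 to 7.44 ± 0.664 CPM (log2 fold change -3.19, SE 0.08). The gene that the annotation names *wnt11* was barely expressed, at 0.520 ± 0.161 CPM in WT and 0.702 ± 0.170 CPM in null pools, and did not pass the test (adjusted p = 0.325 from edgeR with Benjamini-Hochberg adjustment). The null pools lay below the WT pools without overlap for *grhl3*, *klf17*, *wnt11f2* and *ovol1a* (exact two-sided permutation test, p = 0.10 each, the smallest that 3 against 3 allow).

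**Figure D1:**
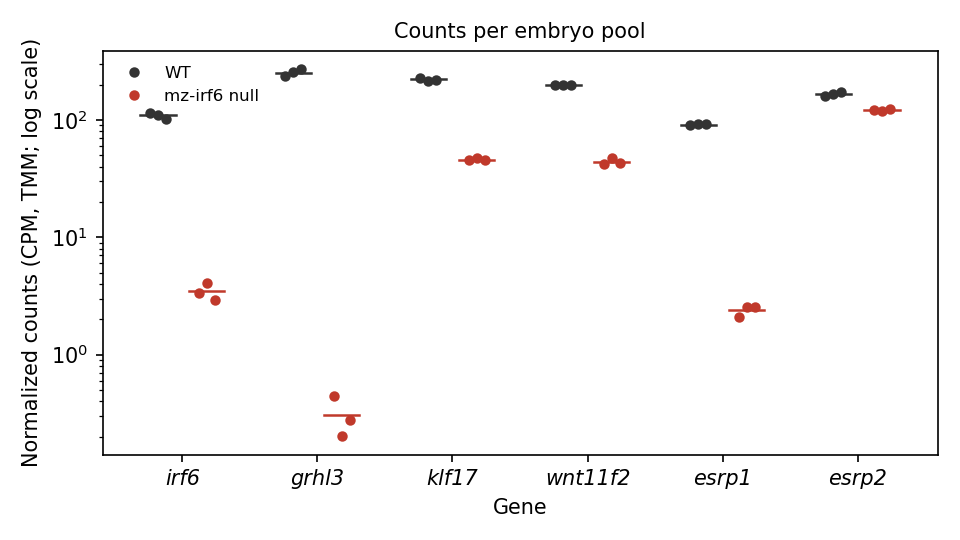
Normalized counts of 6 genes in each embryo pool, in CPM after TMM scaling on a log axis, with 3 WT pools in black and 3 *irf6* null pools in red and a line at each group's mean. *grhl3* lies lowest in the null pools, at a mean of 0.308 CPM, and *esrp2* shows the smallest gap between the genotypes.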

The RNA-seq results revealed significant downregulation of genes previously known to be downregulated with disruptions in *irf6* function (Fig. 1B,C). Disruption of *irf6* via injecting dominant-negative *irf6* mRNA led to downregulation of many periderm-enriched genes [including *grhl1*, *krt5*, *krt18* (*krt18a.1*), *tfap2a* and *klf2b*] and genes for adhesion molecules (including claudins and cadherins) (de la Garza et al., 2013). Here, we found a similar expression profile in the mz-*irf6*^-8bp/-8bp^ embryos relative to WT (Fig. 1B,C).

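Of the genes tied to the periderm by the earlier dominant-negative work, *krt5*, an epithelial keratin, fell from 235 ± 5.74 CPM (SD, n = 3 pools) in WT to 1.74 ± 0.327 CPM in null embryos, and *krt18a.1*, its type I counterpart, fell from 594 ± 11.7 to 0.691 ± 0.185 CPM. *tfap2a*, an AP-2 transcription factor of the surface ectoderm, fell from 96.1 ± 4.65 to 1.89 ± 0.209 CPM, and *grhl1*, a Grainyhead-like factor whose exons overlap *si:dkey-223g10.3*, from 18.8 ± 0.613 to 0.149 ± 0.103 CPM. *klf2b* moved least, with 84.6 ± 3.66 CPM in WT and 72.5 ± 3.14 CPM in null embryos (log2 fold change -0.22, SE 0.05, adjusted p = 1.77e-03 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while its paralog *klf2a* fell from 92.3 ± 0.587 to 1.94 ± 0.0651 CPM. Of 29 measured genes of the enveloping layer and periderm, 28 were lower and 1 was higher, with the same counts when adjusted over the list alone. The higher gene was *elf3*, an Ets factor of epithelia, at 0.409 ± 0.0695 CPM in WT and 2.01 ± 0.0866 CPM in null embryos. This list holds genes that the paper picked from these libraries and is not independent evidence of their direction. Of 10 surface epithelium genes that the paper does not name, 6 of which, among them *elf3* and *krt8*, are also in this list of 29, 8 were lower, 1 was higher and 1 did not pass (the same when adjusted over the list alone), with *krt8* at a log2 fold change of -5.77, *cldn7b* at -0.73 and a median of -0.59.

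Of 14 genes with keratin names, 11 were lower, 1 was higher and 2 did not pass, with the same counts when adjusted over the list alone. The higher gene, *krtcap3*, and *krtcap2*, which did not pass, encode keratinocyte-associated membrane proteins, not keratins. Genes with claudin names went both ways, with 11 of 23 lower, 5 higher and 7 not passing (the same when adjusted over the list alone). The higher genes *cldnd1a* and *cldnd1b* encode claudin domain proteins, not claudins. *cldnb*, a claudin of the skin and lateral line, fell from 50.9 ± 2.94 to 0.241 ± 0.0705 CPM, *cldn23b* fell from 10.8 ± 0.630 to 0.0664 ± 0.0758 CPM, and *cldng* rose from 220 ± 16.4 to 354 ± 16.6 CPM. Of 13 cadherins, 6 were lower, 4 were higher and 3 did not pass, with the same counts when adjusted over the list alone, and 5 were lower and 5 higher with library totals only. *cdh1*, E-cadherin, fell from 539 ± 7.43 to 342 ± 11.9 CPM and *cdh2*, N-cadherin, from 37.3 ± 3.04 to 12.7 ± 0.565 CPM, whereas *cdh23* rose from 3.26 ± 0.402 to 8.07 ± 0.667 CPM. Of 14 desmosome genes, 10 were lower and 2 were higher (the same when adjusted over the list alone), led by *evpla* (envoplakin), at a log2 fold change of -7.17, and *dspa* (desmoplakin), at -4.76. Of 16 other tight junction genes, 10 were lower and 3 were higher (the same when adjusted over the list alone), none by more than 2-fold. These lists share members, with 20 of 97 genes in more than 1 list. Requiring at least 10 counts in every library, which by construction removes genes that fell to few counts, left 17 lower periderm genes, 4 lower keratins and 4 lower claudins.

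Camera, with Benjamini-Hochberg adjustment over 34 lists, gave the periderm list an adjusted p of 8.39e-17, which remained under 0.05 (adjusted p = 0.0389 with an estimated correlation). Since that list holds genes that the paper picked from these libraries, its test is not independent evidence. The epithelium genes that the paper does not name, a list that shares 6 genes with the periderm list, had an adjusted p of 1.24e-03 (adjusted p = 0.227 with an estimated correlation), keratins 2.89e-06 (adjusted p = 0.101 with an estimated correlation), desmosome genes 5.31e-03 and other tight junction genes 0.0269 (adjusted p = 0.312 with an estimated correlation for both). Claudins (adjusted p = 0.0714) and cadherins (adjusted p = 0.520) did not pass camera, and for cadherins the median log2 fold change of 0.04 and the test's downward direction differ in sign. Markers of other parts of the embryo were lower alongside the periderm genes, with 11 of 13 genes of the yolk syncytial layer and 17 of 19 genes of Nodal-induced mesendoderm lower, the same as when adjusted over the list alone.

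**Figure D2:**
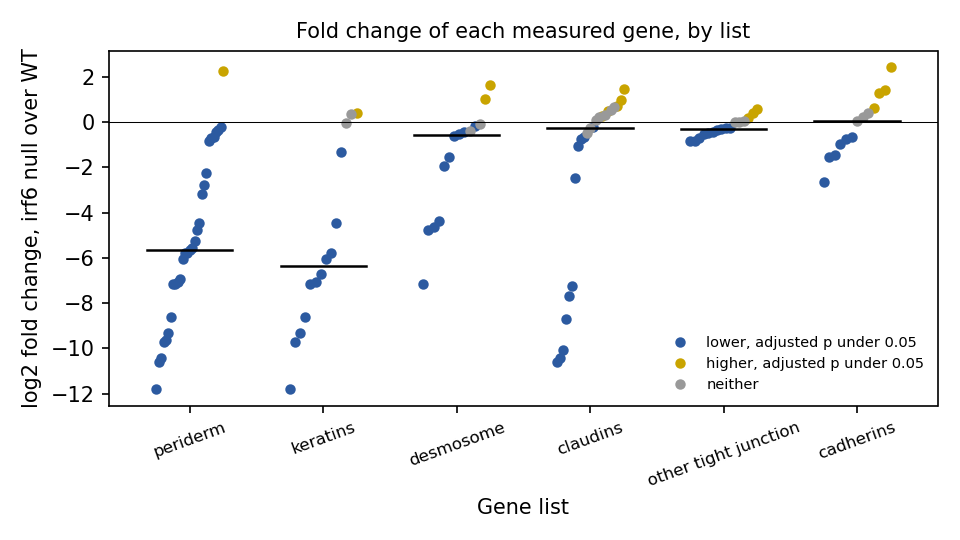
The log2 fold change in *irf6* null over WT embryos of each measured gene in 6 epithelial lists, fitted over 3 pools per genotype, with blue for lower and yellow for higher at an adjusted p under 0.05, grey for neither and a bar at each list's median. Nearly all periderm genes lie below 0, whereas claudins and cadherins lie on both sides. Fitted values of genes with 0 or 1 counts in the null pools, such as *cldnf* and *krt92*, are not bounds.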

**Fig. 1.**
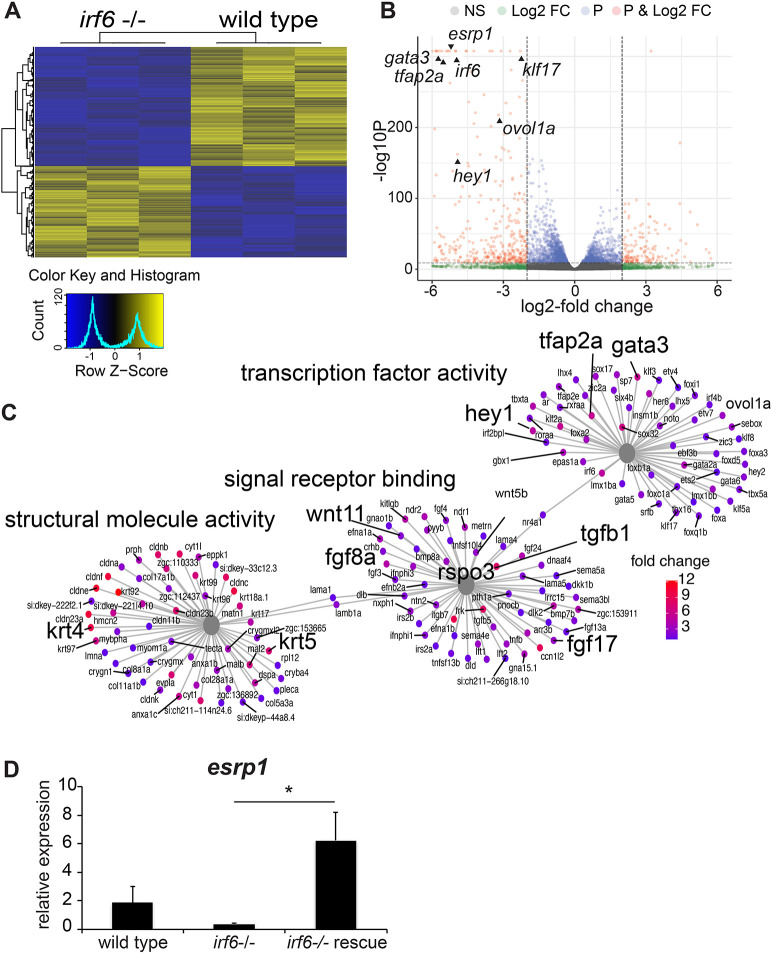
***esrp1* expression is downregulated in *irf6* null zebrafish embryos.** (A) Hierarchical clustering of top differentially expressed genes (DEGs) defined by RNA-seq performed on wild-type (WT) versus mz-*irf6*^-8bp/-8bp^ (*irf6^−/−^*) zebrafish embryos at 4-5 hpf. Top DEGs were identified by selecting genes with an adjusted *P*-value (Benjamini–Hochberg) <0.01 and absolute log2-fold change >2. Data are shown for three biological replicates. Color scale on the bottom left represents relative levels of expression, with yellow showing higher expression levels and blue showing lower expression. (B) Volcano plot from the RNA-seq dataset, showing the distribution of DEGs based on *P*-values (P) and log2-fold change (Log2 FC). NS, not significant. Previously published *irf6*-regulated genes are expressed at significantly higher levels in WT relative to mz-*irf6*^−/−^, including *grhl3*, *klf17* and *wnt11*. The newly identified cleft-associated gene *esrp1* is also expressed significantly higher in WT relative to *irf6*^−/−^. Vertical dashed lines represent the *P*-value cutoff of 0.01 and the log2-fold change cutoff of 2, respectively. (C) Gene ontology (GO) gene-concept network analysis of RNA-seq data, showing that *irf6*^−/−^ embryos have perturbations in processes such as transcription factor activity, signal receptor binding and structural molecule activity. Note that many of these genes – such as *wnt11*, *fgf8*, *tgfb1*, *krt4* and *krt5* – are implicated in ectoderm development and cell specification. Gray nodes show GO terms, colored nodes show individual genes from the RNA-seq dataset, and black lines connect genes to one or more associated GO terms. Colored nodes show relative enrichment (measured by fold change) of genes in WT samples relative to *irf6^−/−^* embryos. Maps were generated using the enrichplot package in R. (D) qPCR gene expression analysis for *esrp1*, showing ∼80% downregulation in mz-*irf6*^-8bp/-8bp^ embryos compared with WT at 4 hpf, and rescued *esrp1* gene overexpression in mz-*irf6*^-8bp/-8bp^ embryos injected with WT zebrafish *irf6* mRNA. *n*=4. Unpaired Student’s *t*-test, *P<0.05.

To further understand the molecular pathways and biological functions being affected in the *irf6* null embryo we performed gene ontology (GO) analyses on upregulated and downregulated gene sets. Of particular interest were significant changes in genes enriched for functions related to transcription factor activity, signal receptor binding and structural molecule expression (Fig. 1C). 

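Of 163 measured genes of transcription factor families common in gastrula fate decisions, 83 were lower, 44 were higher and 36 did not pass in mz-*irf6* -8bp/-8bp embryos, with 85 lower and 44 higher when adjusted over the list alone. *sox32*, the Sox factor that specifies endoderm, fell from 30.3 ± 2.72 CPM (SD, n = 3 pools) to 0.391 ± 0.0659 CPM, and *msx1b*, a homeobox gene of the ventral and neural plate border ectoderm, rose from 2.28 ± 0.140 to 7.73 ± 0.807 CPM. Of 119 genes drawn by the names of ligand families, which include some that encode no ligand (such as Tnf-induced proteins, Bmp1 proteases and intracellular Fgf homologs), 45 were lower, 32 were higher and 42 did not pass, the same as when adjusted over the list alone, and 38 were lower and 43 higher with library totals only. *tgfb1a*, a transforming growth factor beta ligand, fell from 22.5 ± 0.693 to 0.0971 ± 0.0495 CPM, and *ndr1*, a Nodal ligand, fell from 24.5 ± 0.164 to 1.60 ± 0.180 CPM. Of 106 genes of structural families (keratins, claudins, laminins, collagens, lamins, crystallins, plakins and annexins), 62 were lower, 21 were higher and 23 did not pass, the same as when adjusted over the list alone. *krt4*, a keratin of the enveloping layer, fell from 621 ± 25.6 to 0.958 ± 0.118 CPM. With at least 10 counts required in every library, 39 structural genes were lower.

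Camera with Benjamini-Hochberg adjustment over 34 lists gave structural genes an adjusted p of 3.91e-05 (adjusted p = 0.109 with an estimated correlation) and transcription factors 1.24e-03 (adjusted p = 0.142 with an estimated correlation). The list drawn by ligand names did not pass (adjusted p = 0.217), and its median log2 fold change of -0.05 turned to 0.13 with library totals only. These lists stand in for the ontology terms of the paper, whose gene assignments were not used here.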

When compared with previously published *IRF6* siRNA human keratinocyte DEG expression data (Botti et al., 2011), there were major overlaps of genes in molecular pathways responsible for epithelial regulation, including *gata3*, *krt18* and *cldn4* (Fig. 1B,C and Figs S1-S3). 

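Among Fgf ligands, *fgf17* fell from 84.9 ± 3.59 CPM (SD, n = 3 pools) in WT to 11.6 ± 0.700 CPM in *irf6* null embryos, *fgf24* from 3.00 ± 0.440 to 0.163 ± 0.0793 CPM, and *fgf3* from 25.3 ± 1.40 to 6.56 ± 0.662 CPM. *fgf8a*, a ligand of the embryonic margin, was lower as well (log2 fold change -4.47, SE 0.18, adjusted p = 7.50e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but its exons overlap *si:ch211-194i8.3*. Of 14 measured genes drawn by Fgf names, 6 were lower, 4 were higher and 4 did not pass, the same as when adjusted over the list alone, and 2 were higher with DESeq2 or without the first WT pool. The list includes intracellular homologs that are not ligands, with *fgf11a* and *fgf13b* among the higher genes, *fgf12a* and *fgf14* among those that did not pass, and *fgf13a*, named after its values were seen, among the lower. *fgf13b* rose from 1.29 ± 0.0563 to 4.56 ± 0.748 CPM, and *fgf18a*, from 1.30 ± 0.371 to 2.80 ± 0.0447 CPM. Of 13 targets of Fgf signaling, 7 were lower and 2 were higher, the same as when adjusted over the list alone, with *dusp6*, a phosphatase that dampens the pathway, going from 99.8 ± 4.20 to 25.2 ± 0.916 CPM.

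In the Wnt pathway, *rspo3*, a secreted enhancer of Wnt signaling, fell by 3.23 on the log2 scale, and *dact2*, a modulator of Wnt and Nodal signaling, fell by 0.97, though the exons of both overlap other genes. *frzb*, a secreted Wnt antagonist, fell from 2.03 ± 0.0999 to 0.805 ± 0.208 CPM. *fzd5*, a Frizzled receptor, was higher in the null embryos, at 12.3 ± 0.875 CPM in WT and 22.2 ± 1.37 CPM in null pools (log2 fold change 0.85, SE 0.09, adjusted p = 3.17e-07 from edgeR with Benjamini-Hochberg adjustment). *notum1a*, a Wnt deacylase, fell from 54.4 ± 2.03 to 6.61 ± 0.926 CPM, and *fzd7a*, another receptor, from 112 ± 4.00 to 31.5 ± 3.44 CPM. Of 36 measured Wnt pathway genes, 18 were lower, 10 were higher and 8 did not pass, the same as when adjusted over the list alone, and 14 were lower and 13 higher with library totals only. By camera with Benjamini-Hochberg adjustment, Fgf targets had an adjusted p of 0.0387 (adjusted p = 0.227 with an estimated correlation), and neither the genes with Fgf names (adjusted p = 0.183) nor Wnt genes (adjusted p = 0.101) passed.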

Many key developmental signaling pathways including Fgf (*fgf8a*, *fgf17* and *fgf24*) and Wnt (*wnt11*, *dact2*, *rspo3*, *frzb*, *fzd5*) pathways were also heavily represented in our dataset as genes downregulated because of *irf6* ablation (Fig. 1B,C). 

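*hey1*, a transcriptional repressor downstream of Notch, fell from 42.6 ± 0.888 CPM (SD, n = 3 pools) in WT to 1.43 ± 0.575 CPM in *irf6* null embryos, a log2 fold change of -4.91 (SE 0.15, adjusted p = 1.21e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *gata3*, a GATA factor of the surface ectoderm, fell from 167 ± 4.47 to 2.99 ± 0.684 CPM (adjusted p = 7.55e-19 from the same edgeR test with Benjamini-Hochberg adjustment). *tp63*, the epithelial p53 homolog whose variants cause syndromic clefts, was at 2.63 ± 0.556 CPM in WT and 3.02 ± 0.477 CPM in null embryos and did not pass (adjusted p = 0.393 from the same test). Of 46 measured zebrafish homologs of genes implicated in human orofacial clefts, 24 were lower, 6 were higher and 16 did not pass, with 24 lower and 7 higher when adjusted over the list alone. *msx1b* was among the higher genes. With library totals only, 21 were lower and 10 were higher. The list includes genes that the paper named from these libraries, so it is not independent evidence of their direction. Camera with Benjamini-Hochberg adjustment gave it an adjusted p of 3.67e-04 (adjusted p = 0.227 with an estimated correlation).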

Further, a number of genes associated with human orofacial clefts were also downregulated in the *irf6* null embryos, including *hey1*, *gata3*, *wnt11* and *fgf8* (Fig. 1B,C).

Interestingly, one of the most downregulated genes was *esrp1*. *esrp1* and its paralog *esrp2* are epithelial-restricted RNA splicing regulators. 

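*esrp1* was at 91.1 ± 1.14 CPM (SD, n = 3 pools) in WT and 2.39 ± 0.269 CPM in mz-*irf6* -8bp/-8bp embryos, which is 2.64% of the WT level. Its log2 fold change was -5.24 (SE 0.09, adjusted p = 2.05e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 3 null pools lay below all 3 WT pools (exact two-sided permutation test, p = 0.10, the smallest possible here). Its paralog *esrp2* fell much less, from 166 ± 7.69 to 121 ± 2.37 CPM (log2 fold change -0.45, SE 0.05, adjusted p = 2.17e-07 from edgeR with Benjamini-Hochberg adjustment). *esrp1* lies on chromosome 16 of GRCz10 from 26769430 to 26803277, and *esrp2* on chromosome 7 from 34523352 to 34550359. Among genes lower in the null embryos, *esrp1* ranked 20 by p. By size of the fold change it ranked 110 of the 4431 lower genes with an adjusted p under 0.01 and a mean of at least 1 CPM, and 15 when at least 10 counts were required in every library, which drops genes that are close to absent in the null pools. *rbm47*, another RNA-binding splicing regulator of epithelia and endoderm, fell from 5.07 ± 0.996 to 0.451 ± 0.0878 CPM, and *mbnl3*, a muscleblind-like splicing factor, rose from 3.21 ± 1.15 to 11.3 ± 0.495 CPM.

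The exons of *esrp1* overlap *si:dkey-218i12.3*, and counting without strand could not separate their reads.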

*ESRP2* genetic variants in humans are associated with orofacial clefts (Cox et al., 2018), and *Esrp1* and *Esrp1/2* knockout mice display a bilateral cleft of the lip, primary and secondary palate (Bebee et al., 2015; Lee et al., 2020). To confirm the RNA-seq results, we performed quantitative PCR (qPCR) on mz-*irf6*^-8bp/-8bp^ and WT embryos at 4-5 hpf. Relative to WT, *esrp1* expression in mz-*irf6*^-8bp/-8bp^ embryos was reduced ∼80%. Additionally, injection of mz-*irf6*^-8bp/-8bp^ embryos with *irf6* mRNA at the one-cell stage rescued *esrp1* expression, resulting in an increase in expression to ∼3-fold higher than WT (Fig. 1D). These rescued fish were phenotypically normal, as previously shown (Li et al., 2017).

We tested *Esrp1* and *Esrp2* mRNA expression in embryonic day (E)11.5 *Irf6* mutant mouse embryos (*Irf6*^R84C/R84C^) and found expression to be significantly decreased relative to that in littermate WTs (Fig. S4). Additionally, *Shh* expression was decreased in *Irf6*^R84C/R84C^ embryos (Fig. S4), consistent with a previous report of decreased *Shh* expression in *Esrp1*^−/−^ mice (Lee et al., 2020). These results in zebrafish and mouse suggest that *Esrp1* gene expression is dependent on *Irf6*, either through direct regulation or the requirement of a normal periderm.

### *irf6*, *esrp1* and *esrp2* are co-expressed in the oral epithelium of zebrafish during craniofacial development

Previous mouse studies have described *Irf6* (Knight et al., 2006) and *Esrp1*/*2* (Bebee et al., 2015; Lee et al., 2020; Warzecha et al., 2009) gene expression in oral epithelium during palate development. To determine the gene expression of *irf6* and *esrp1/2* in the zebrafish during epithelial and craniofacial development, we performed whole-mount *in situ* hybridization (WISH). Maternal deposition of *irf6*, *esrp1* and *esrp2* mRNA was detectable at eight-cell stage (Fig. 2A). The maternal transcripts were also detected in the periderm of the gastrulating embryo, although expression of *esrp2* appeared lower than that of *irf6* and *esrp1* (Fig. 2A). During craniofacial development, WISH demonstrated specific expression of *irf6*, *esrp1* and *esrp2* lining the embryonic oral epithelium, and circumscribing surface epithelium concentrated around the developing stomodeum (Fig. 2B,C).

**Fig. 2.**
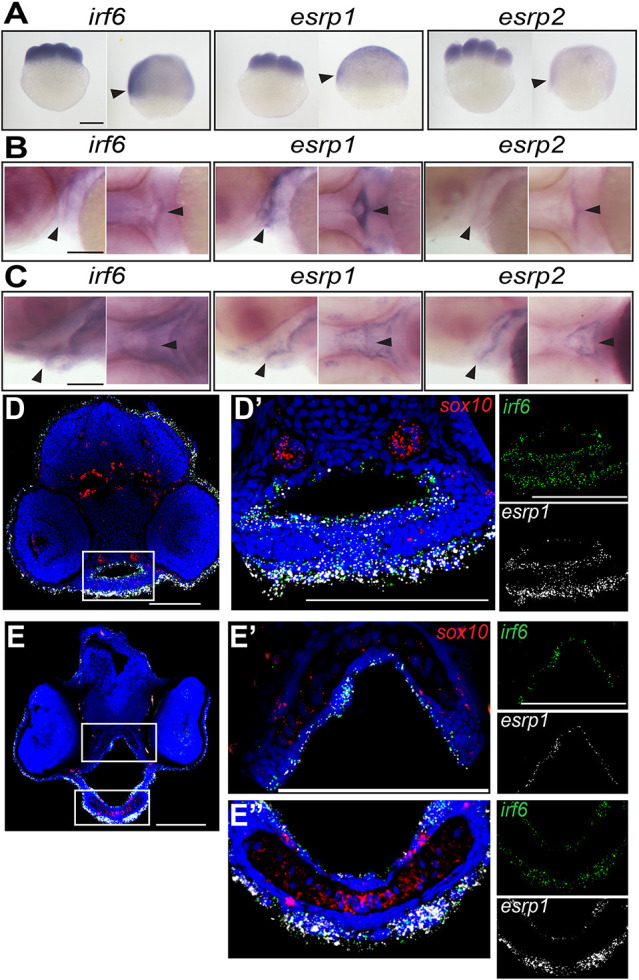
***irf6*,** ***esrp1* and *esrp2* are co-expressed in the oral epithelium of zebrafish embryos.** (A-C) Whole-mount *in situ* hybridization (WISH), showing that *irf6*, *esrp1* and *esrp2* maternal deposited transcripts are detected at the eight-cell and shield stage (A; arrowheads indicate periderm), and circumscribe the developing stomodeum and line the oral epithelium of zebrafish embryos at 48 (B) and 72 (C) hpf (arrowheads). All whole-mount embryos are oriented with anterior left and dorsal top. (D-E″) Coronal sections of 48 (D) and 72 (E) hpf embryos analyzed by RNAscope *in situ* hybridization (ISH), (dorsal top), showing cellular RNA co-expression of *irf6* (green) and *esrp1* (white) in surface and oral epithelial cells. *sox10* (red) staining depicts cartilage elements of the palate. Boxed areas are shown at higher magnification in D′, E′ and E″. Scale bars: 250 μm (A) and 100 μm (B-E″).

To resolve the specific cell populations that express *irf6*, *esrp1* and *esrp2*, we performed RNAscope *in-situ* hybridization (ISH) of coronal cryosections taken through the developing mouth and palate at 48 hpf and 72 hpf. We found that *irf6* and *esrp1* were co-expressed within epithelial cells lining the oral cavity as well as the surface epithelium (Fig. 2D,E). No expression of these genes was detected within the cartilage elements, identified by *sox10* expression. Further, we detected *irf6* and *esrp1* transcripts within the same cells, importantly within cells separating adjacent mesenchymal elements (Fig. 2D′); these cells are likely in the epithelial lineage as *esrp1* is an epithelia-specific gene.

### *Irf6*, *Esrp1* and *Esrp2* are co-expressed in murine frontonasal and oral epithelium during palate and lip development

*Irf6* expression within the embryonic oral epithelium and surrounding the developing palatal shelves has been well established (Knight et al., 2006; Iwata et al., 2013; Kousa et al., 2017). *Esrp1/2* expression was previously shown in the oral epithelium of developing mice (Bebee et al., 2016; Lee et al., 2020; Warzecha et al., 2009). Ablation of *Irf6* or *Esrp1/2* causes a cleft of the secondary palate, but the disruption of the lip and primary palate phenotypes differ between the *Irf6* and *Esrp1/2* mutants (Richardson et al., 2006; Ingraham et al., 2006; Bebee et al., 2015; Lee et al., 2020). To determine whether *Irf6*, *Esrp1* and *Esrp2* transcripts colocalize during mouse craniofacial development, we performed WISH for each gene at E10.5, as the frontonasal prominences and lambdoidal junction are taking shape at this time point. We found that *Irf6*, *Esrp1* and *Esrp2* were expressed similarly, with high levels of expression in areas of craniofacial development (Fig. 3A). The mouse gene expression pattern was similar to that observed in zebrafish, with more concentrated expression to the developing head. Higher-resolution imaging with RNAscope ISH detected *Irf6*, *Esrp1* and *Esrp2* transcripts in the periderm and the basal epithelium across all time points examined (Fig. 3B-F). *Irf6*, *Esrp1* and *Esrp2* were co-expressed in the surface ectoderm overlying the developing frontonasal prominences (Fig. 3B), a cell population with important signaling and inductive functions (Hu et al., 2003). Further, co-expression included cells at critical fusion points, specifically between the medial and lateral nasal prominences (Fig. 3C) and the palatal shelves (Fig. 3E,F). The co-expression of *Irf6* and *Esrp1*/*2* within cells with key roles during epithelial fusion supports the existence of an *Irf6-Esrp1/2* regulatory axis during craniofacial morphogenesis.

**Fig. 3.**
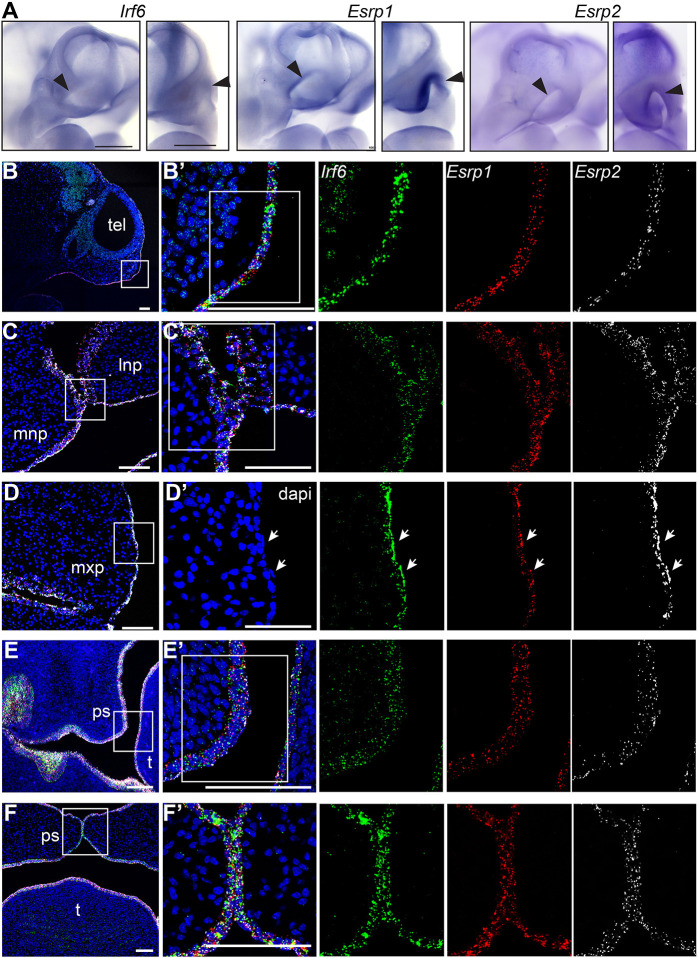
***Irf6*, *Esrp1* and *Esrp2* are co-expressed in the oral epithelium of mouse embryos.** (A) WISH of E10.5 embryos, showing *Irf6*, *Esrp1* and *Esrp2* mRNA expression in the surface epithelium and concentrated within the ectoderm of the frontonasal prominences (arrowheads) and first brachial arch. Oblique and frontal orientation. Scale bars: 500 μm. (B-F′) Sections of E10 (B,B′), E11.5 (C-D′), E13.5 (E,E′) and E15 (F,F′) embryos analyzed by RNAscope ISH, showing mRNA cellular co-expression of *Irf6* (green), *Esrp1* (red) and *Esrp2* (white) in the surface ectoderm (E10), lining the frontonasal and maxillary prominences, including expression in periderm (arrows) (E11.5), and lining the palatal shelves (E13.5, E15). Sagittal (B,B′) and coronal (C-F′) sections; boxed areas are shown at higher magnification in B′, C′, D′, E′ and F′. dapi, 4′,6-diamidino-2-phenylindole; lnp, lateral nasal prominence; mnp, medial nasal prominence; mxp, maxillary prominence; ps, palate shelf; t, tongue; tel, telencephalon. Scale bars: 100 μm.

Interestingly, in addition to *Irf6* expression in the epithelium, RNAscope ISH detected *Irf6* mRNA expression in the mesenchyme, particularly at E10 and E15.5 (Fig. 3B,E). Expression of *Irf6* in this craniofacial mesenchyme has not been reported previously, and high transcript detection with RNAscope ISH might be delineating gene expression not previously observed. Non-epithelial *Irf6* expression was detected in CNCCs of the first and second pharyngeal arches at E9 (Fakhouri et al., 2017), and *Irf6* is expressed in cells of the developing tongue (Goudy et al., 2013). Further, we previously reported that zebrafish expressing the *irf6*^R84C^ variant under a *sox10* promoter exhibit a partial cleft of the ANC (Dougherty et al., 2013). Together, these results suggest an additional role of *Irf6* in craniofacial development beyond its role in epithelial cell differentiation.

### Disruption of *irf6* during neural crest cell migration results in cleft in zebrafish

Germline mutation of *irf6* results in early embryonic lethality as a result of periderm rupture, which precluded evaluation of palate morphogenesis (Sabel et al., 2009; Li et al., 2017). To circumvent embryonic lethality, we employed an optogenetic gene-activation system based on the light-sensitive protein EL222, which serves to induce the expression of genes downstream of the C120 promoter (Motta-Mena et al., 2014). To this end, a dominant-negative form of *irf6* consisting of a fusion protein of the *irf6* protein-binding domain and the engrailed repressor domain (*irf6*-ENR) was cloned downstream of the C120 promoter (C120-*irf6*-ENR; Fig. 4A) (Sabel et al., 2009). When co-injected with VP-16 mRNA, this light-activated *irf6*-ENR construct enabled us to control the timing of *irf6* disruption by exposing the embryos to a 465 nm light source later in embryogenesis (Fig. 4A). Zebrafish embryos injected with the optogenetic system and continuously exposed to blue light from 10 hpf to 96 hpf were able to survive, but developed with a slightly curved body axis and a dysmorphic ventral cartilage phenotype (Fig. 4E), which were not observed in uninjected embryos (Fig. 4B,C) or injected embryos that were raised in the dark (Fig. 4D). Further analysis of the cartilage in these embryos (Fig. 4F-Q) revealed a cleft in the ANC, where a population of cells in the median portion was absent (Fig. 4Q). Moreover, injecting increasing doses of EL222-VP-16 mRNA and/or C120-*irf6*-DN (dominant negative) plasmid led to a dose-dependent effect on the proportion of zebrafish embryos with a cleft phenotype, which was more pronounced for injected embryos grown in blue light starting at 10 hpf compared with embryos grown in the dark (Fig. S5). Consistent with decreased expression of *esrp1* in mz-*irf6*^-8bp/-8bp^ embryos, disruption of *irf6* using this optogenetic system resulted in decreased expression of *esrp1* (Fig. S5).

**Fig. 4.**
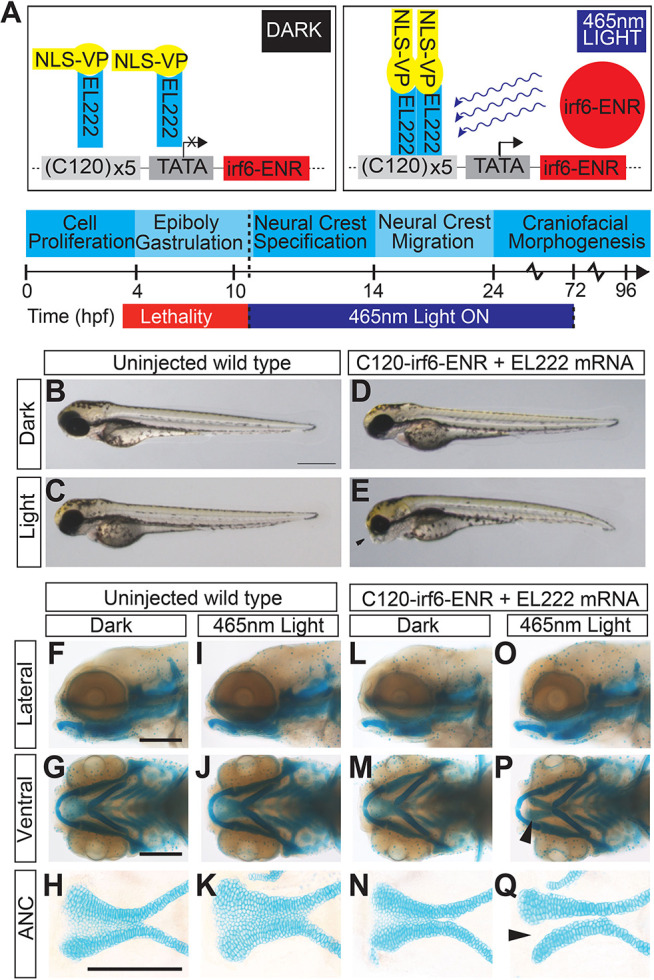
**EL222 optogenetic disruption of *irf6* circumvents early embryonic lethality and causes a cleft palate phenotype.** (A) Schematic of EL222 optogenetic system. VP16-EL222 monomers are inactive under dark conditions. Upon stimulation by 465 nm light, VP16-EL222 dimerizes, drives gene expression downstream of the C120 promoter and induces the expression of a dominant-negative form of irf6 (*irf6*-ENR). Embryos were exposed to blue light from 10 hpf to 72 hpf to circumvent embryonic lethality in mz-*irf6*^-8bp/-8bp^ embryos. (B-E) Brightfield microscopy of 72 hpf zebrafish embryos injected with the optogenetic system and grown in the dark (D) or exposed to blue light from 10-72 hpf (E) compared with control injected embryos (B,C). Injected fish exposed to blue light exhibit retrusion of the midface (arrowhead) and a curved body not observed in the other groups. (F-Q) Alcian Blue staining of cartilage and microdissection of the palate of 72 hpf embryos reveals a midface retrusion and cleft phenotype through the medial ethmoid plate (arrowhead in P, Q) in the C120-*irf6*-ENR-injected embryos grown under blue light (O-Q), which is not seen in control injected embryos (I-K) or injected embryos grown in the dark (L-N). Scale bars: 150 µm.

### The compound homozygote of *esrp1* and *esrp2* exhibits cleft lip and ANC in zebrafish

To investigate the genetic requirement for *esrp1* and *esrp2* in zebrafish craniofacial development, CRISPR/Cas9 genome editing was utilized to generate *esrp1* and *esrp2* mutant alleles. Several alleles of *esrp1* and *esrp2* were obtained, where alleles harboring −4 bp and −14 bp indels that lead to frameshift mutations and early protein truncation were selected for breeding, hereafter referred to as *esrp1*^-4bp/-4bp^ and *esrp2*^-14bp/-14bp^, respectively (Fig. S6). No phenotype was observed in the *esrp1*^-4bp/-4bp^ embryos, and *esrp2*^-14bp/-14bp^ fish developed normally (Fig. S6), except that females were infertile, as previously published in independently derived CRISPR alleles of *esrp1/2* (Burguera et al., 2017). However, compound homozygote *esrp1*^-4bp/-4bp^; *esrp2*^-14bp/-14bp^ zebrafish exhibit several phenotypes, consistent with previously published mutants (Burguera et al., 2017). The *espr1*^-4bp/-4bp^; *esrp2*^-14bp/-14bp^ embryos also failed to inflate the swim bladder, and the pectoral fins were formed but diminutive, and the margins of the fin appeared dysplastic with irregular morphology. Further, Alcian Blue staining of double knockouts revealed cleft in the ANC, whereas the ventral cartilages, including the Meckel's cartilage, were formed and appeared wild-type (Fig. 5A).

**Fig. 5.**
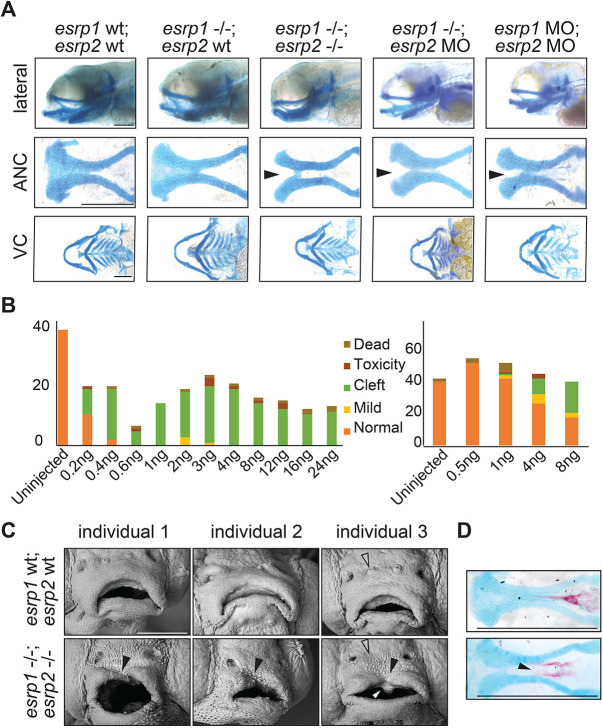
***esrp1/2* double mutants display a cleft lip and palate.** (A) Alcian Blue staining of 4 dpf zebrafish. Representative images of WT, *esrp1* CRISPR mutant (*esrp1*^−/−^) and *esrp1/2* double CRISPR mutant (*esrp1*^−/−^; *esrp2*^−/−^), as well as *esrp1* CRISPR mutant treated with *esrp2* morpholino and WT treated with *esrp1* and *esrp2* morpholino (*esrp1* MO, *esrp2* MO). Flat-mount images of the anterior neurocranium (ANC) show a cleft (arrowheads) between the median element and lateral element of the ANC when both *esrp1* and *esrp2* function were disrupted. Lateral images and flat-mount images of the ventral cartilage (VC) show only subtle changes in morphology between WT and *esrp1/2*^−/−^ zebrafish. (B) Morphant phenotypes observed over a range of *esrp1* and *esrp2* MO doses. Single *esrp2* MO injections in the *esrp1*^−/−^ background achieves nearly 100% phenotype penetrance, even at very low MO doses. (C) SEM of 5 dpf zebrafish showing discontinuous upper lip (filled arrowheads) in the *esrp1/2* double CRISPR mutant as well as absent preoptic cranial neuromasts (open arrowheads) and abnormal keratinocyte morphology. The white arrowhead indicates an aberrant cell mass. (D) Representative images of Alizarin Red/Alcian Blue staining of 9 dpf *esrp1/2* double CRISPR mutant zebrafish and WT clutch-mate controls. *Esrp1/2* ablation causes abnormal morphology of the mineralizing parasphenoid bone; the bone appears wider and with a cleft (arrowhead). Scale bars: 150 µm (A,D); 100 µm (C).

Inter-cross of *esrp1*^-4bp/-4bp^; *esrp2*^wt/-14bp^ produces predicted Mendelian ratio of 25% *esrp1*^-4bp/-4bp^; *esrp2*^-14bp/-14bp^ embryos for downstream phenotypic analysis, where 75% of the embryos appeared wild type. In order to increase the percentage of embryos that can be utilized for analysis to 100%, we asked whether morpholino (MO) disruption of *esrp2* in the *esrp1*^-4bp/-4bp^ background would consistently yield a cleft ANC phenotype that phenocopied the *esrp1*^-4bp/-4bp^; *esrp2*^-14bp/-14bp^ mutant. We successfully phenocopied the cleft ANC phenotype by co-injecting *esrp1* and *esrp2* MOs into WT embryos. However, the MO concentrations needed were relatively high, requiring 2-8 ng of each MO to be injected for ∼25-50% of embryos to develop a cleft (Fig. 5A,B). Importantly, when *esrp1*^-4bp/-4bp^ embryos were injected with *esrp2* MO, the cleft ANC phenotype was consistent and observed in nearly 100% of embryos, even when the MO concentration was reduced as low as 0.4 ng (Fig. 5A,B). One explanation for this observation is that transcriptional compensation between *esrp1* and *esrp2* occurs when each gene is targeted, thereby requiring higher doses of each MO to ablate esrp activity sufficiently (Rossi et al., 2015). But when one of the esrp genes is already disrupted in the homozygous *esrp1*^-4bp/-4bp^ mutant, the threshold for full esrp loss of function is lower, requiring a much smaller dose of MO to generate the cleft ANC phenotype.

Using scanning electron microscopy (SEM), we observed that the cleft of the upper margin of the stomodeum had invaginated and extended into the cleft of the ANC. Additionally, the keratinocyte morphology of the surface epithelium appeared irregular and round with epithelial blebs in the *esrp1*^-4bp/-4bp^; *esrp2*^-14bp/-14bp^ embryo. By contrast, the WT surface epithelium keratinocytes appeared octagonal or hexagonal without epithelial blebs (Fig. 5C). Alizarin Red staining of the larvae at 9 days post-fertilization (dpf) also revealed a lack of mineralization at the midline of the parasphenoid bone (Fig. 5D), consistent with a cleft of ANC that persisted to the ossification stage and subsequent larval development.

### Zebrafish ANC morphogenesis is dependent on epithelial interactions with infiltrating cranial neural crest cells

Formation of the zebrafish ANC involves migration of anteriormost CNCCs to populate the median portion (frontonasal derived), while more posterior CNCCs migrate from each side (maxillary derived). These three discrete embryonic elements fuse to form the ANC. Concurrent with these cellular movements, the CNCCs undergo differentiation to chondrocytes (Reid et al., 1986; Dougherty et al., 2013). We found that the ablation of *irf6* (a key periderm/epithelial gene) and *esrp1/2* (epithelial-restricted genes) both resulted in a cleft in the ANC, where chondrocytes were absent along the fusion plane between the frontonasal-derived median element and one side of the maxillary-derived lateral element (Fig. 4C and Fig. 5A).

To investigate the absence of these ANC chondrocytes, we performed lineage tracing of CNCCs in *esrp1/2*-ablated embryos. Previously, we and others identified that the anteriormost CCNC populations at 20 somites migrate to and populate the median (frontonasal) element of the ANC (Reid et al., 1986; Dougherty et al., 2013). Accordingly, we labeled the CNCCs at 20-somite stage through photo-conversion of Kaede under the lineage specificity of the *sox10* promoter. CNCCs of WT or *esrp1/2* CRISPR mutants or *esrp1/2* morphants were photo-converted at 12-15 hpf (Fig. 6A,B). Embryos were imaged at 4 dpf to determine the population of the ANC contributed by photo-converted cells. We found that *esrp1/2* ablation did not affect the ability of CNCCs to migrate into the ANC and reached posterior positions without clustering anteriorly (Fig. 6A,B). These results suggest that the cleft of the ANC in the *esrp1/2* mutants is not caused by total absence of progenitor cells or a defect in CNCC migration into the ANC. Nevertheless, Alcian Blue staining confirmed that chondrocytes were absent from a cleft in the ANC in the *esrp1/2* mutants (Fig. 5A).

**Fig. 6.**
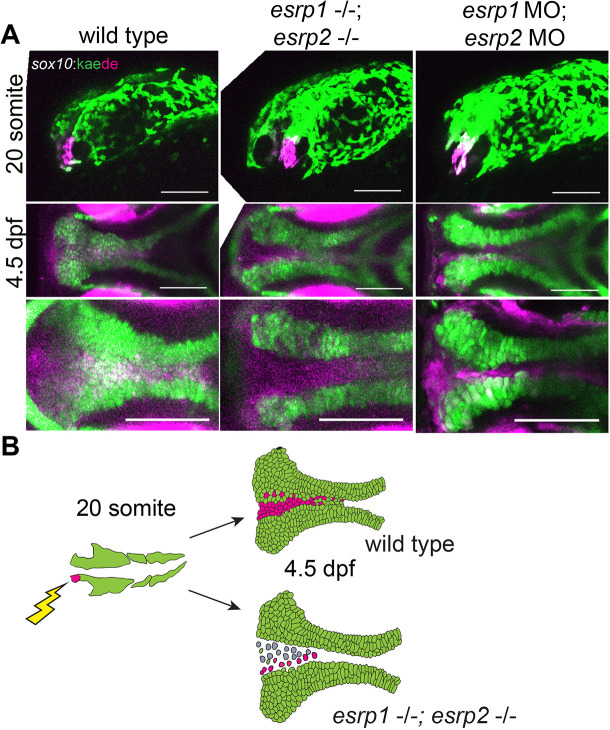
***esrp1/2* null cranial neural crest cells** **(CNCCs)** **migrate to the ANC but do not differentiate to chondrocytes.** (A) Lineage tracing of WT or *esrp1/2* morphant zebrafish embryos using the Tg(*sox10:kaede*) line, native Kaede fluorescence is shown in green, and photo-converted Kaede is shown in magenta. Sagittal and horizontal views of zebrafish embryos at 19 hpf and 4.5 dpf, respectively. The anteriormost neural crest frontonasal prominence (FNP) progenitors were photoconverted at 19 hpf. At 4.5 dpf, the WT signal tracks to the medial portion of the ANC. Both the *esrp1*/esrp2 double CRISPR mutants and *esrp1/2* morphants exhibit a cleft in the ANC with absence of a portion of *sox10*^+^ cells in the medial portion of the ANC, but the labeled CNCCs representing FNP progenitors did reach and populate the entire length of the ANC. (B) Illustrative summary of lineage tracing results showing that photo-converted anteriormost CNCCs contributing to FNP do migrate into the ANC in *esrp1/2* mutant embryos, but a cleft forms at the juxtaposition of the FNP-derived median element and the maxillary-derived lateral element. Scale bars: 150 µm.

To investigate the cellular composition of the ANC cleft, we performed RNAscope ISH staining of WT and *esrp1/ 2* mutants at 4 dpf. Sections through ANC clefts showed a dense population of cells in the location of the cleft (Fig. 7). In fact, this mass of cells can be localized in the SEM image of the *esrp1/2* mutant larvae (Fig. 5C). These cells are *col2a1*^–^, consistent with absent Alcian Blue staining. Instead, this aberrant cell population expresses *irf6*, while *krt4* and *krt5* staining is restricted to the periphery, consistent with the epithelial lining of the oral cavity (Figs 7 and 8). Coronal and sagittal sectioning through the medial ANC of WT and *esrp1/2* mutant embryos confirmed the ectopic expression of *irf6* and revealed *sox10* expression in these aberrant, Alcian Blue^–^ cells (Fig. 8A,B). Like *krt4*, the expression of *krt5* outlines the oral cavity (Fig. 8B). The expression of *sox10* suggests that at least a portion of these cells was CNC derived, whereas *krt4* expression indicates an epithelial lineage. The presence of *irf6* expression could be indicative of epithelial/periderm cells, or indicative of expression by CNCCs, as has previously been reported (Dougherty et al., 2013; Kousa et al., 2019). Based on these results, we hypothesize that epithelial (and/or periderm) cells associated with frontonasal and maxillary prominence derivatives are defective in the *esrp1/esrp2* null mutants, and either disrupt or fail to promote fusion of the median and lateral elements of the ANC, causing a cleft to form (Fig. 10). In this way, this is the first direct evidence of cleft pathogenesis in the zebrafish as a result of epithelial defect, and suggests a model to consider how cleft pathogenesis involving the primary palate is conserved across vertebrates (Iwata et al., 2013; Ingraham et al., 2006; Bebee et al., 2015; Richardson et al., 2006).

**Fig. 7.**
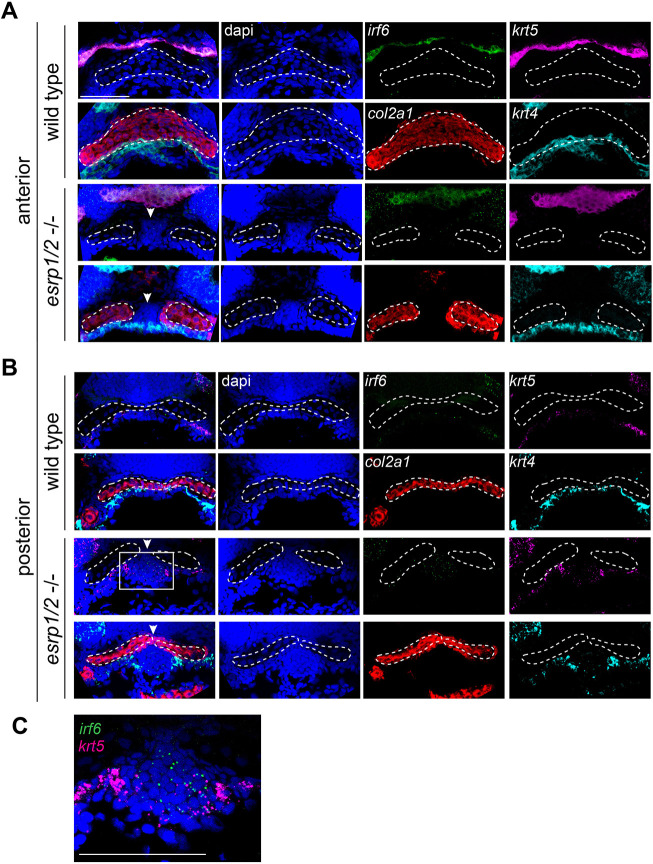
**ANC of *esrp1/2* double mutants is populated by undifferentiated cells.** Representative *z*-stacks of RNAscope ISH of coronal sections of *esrp1/2* double CRISPR mutants and WT clutch-mate controls at 4 dpf. (A) Sections through ANC anterior to the eyes. *col2a1* (red) staining depicts normal morphology of the ANC cartilage elements in WT, while a cleft is apparent in the *esrp1/2*^−/−^ zebrafish, with dapi (blue)-stained cells between adjacent trabeculae (arrowheads). These *col2a1*^–^ cells do not express epithelial markers *krt4* (cyan) or *krt5* (magenta), except around the periphery. (B) Sections posterior to those in A show *col2a1*^–^ cells continuing inferior to the trabeculae in the *esrp1/2* mutant zebrafish, and cells have low expression of *irf6* (boxed area). (C) Zoomed image of *col2a1*^–^ cells from the boxed area in B, showing *irf6* expression (green). Dashed lines outline ANC cartilage elements. Scale bars: 50 μm.

**Fig. 8.**
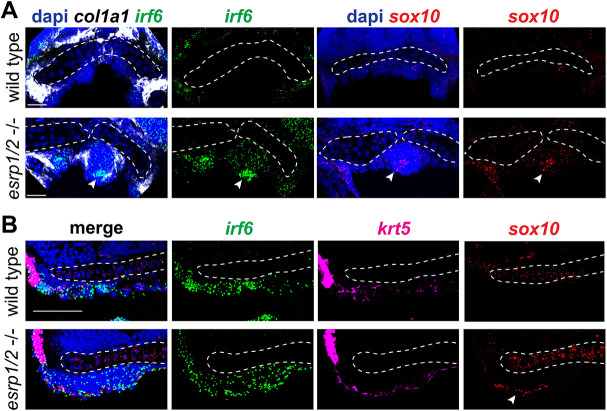
**Aberrant ANC cells of *esrp1/2* double mutants express CNCC and epithelial cell markers.** Representative *z*-stacks of RNAscope ISH of coronal sections of *esrp1/2* double CRISPR mutants and WT clutch-mate controls at 4 dpf. (A) Sections through the ANC anterior to the eyes. (B) Medial sagittal sections through the ANC (anterior to left). Dashed lines outline the ANC cartilage elements. *col1a1* (white) staining depicts perichondrium surrounding the aberrant mass of cells in the *esrp1/2* mutant zebrafish, consistent with chondrogenic condensation (leftmost arrowhead). *irf6* (green) and *sox10* (red) expression is apparent in these cells (indicated by arrowheads in respective columns); dapi is shown in blue. Scale bars: 20 μm.

### Genetic interaction of *Irf6*^R84C^ with *Esrp1* and *Esrp2*

To test the hypothesis that *Irf6* and *Esrp1/2* genes function in the same developmental pathway, we carried out genetic epistasis analysis and generated *Irf6*; *Esrp1*; *Esrp2* compound mutants. We hypothesized that if *Irf6* and *Esrp1/2* genetically interact, then *Irf6* and *Esrp1* heterozygosity on an *Esrp2* null background might result in a cleft phenotype, when *Irf6* and *Esrp1* heterozygotes do not normally form a cleft. As expected, we observed that *Irf6*^R84C/+^; *Esrp1*^+/−^; *Esrp2*^+/−^ mice developed and reproduced normally. To generate *Irf6*^R84C/+^; *Esrp1*^+/−^; *Esrp2*^−/−^ embryos, we intercrossed the triple heterozygous mice. We collected a total of 79 embryos from nine litters from E12.5 to E18.5 and tabulated the resulting genotypes (Table 1, Table S2). Based on Mendelian genetics, we expected approximately five *Irf6*^R84C/R84C^; *Esrp*1^–/–^ double homozygous mice. However, these breedings did not produce any *Irf6*^R84C/R84C^; *Esrp1*^−/–^ embryos (Table 1). This result suggested that compound ablation of *Irf6* and *Esrp1* is more deleterious to development than either genotype alone, and supports a genetic interaction between *Irf6* and *Esrp1*, which could be essential early in development.

**Table 1.**
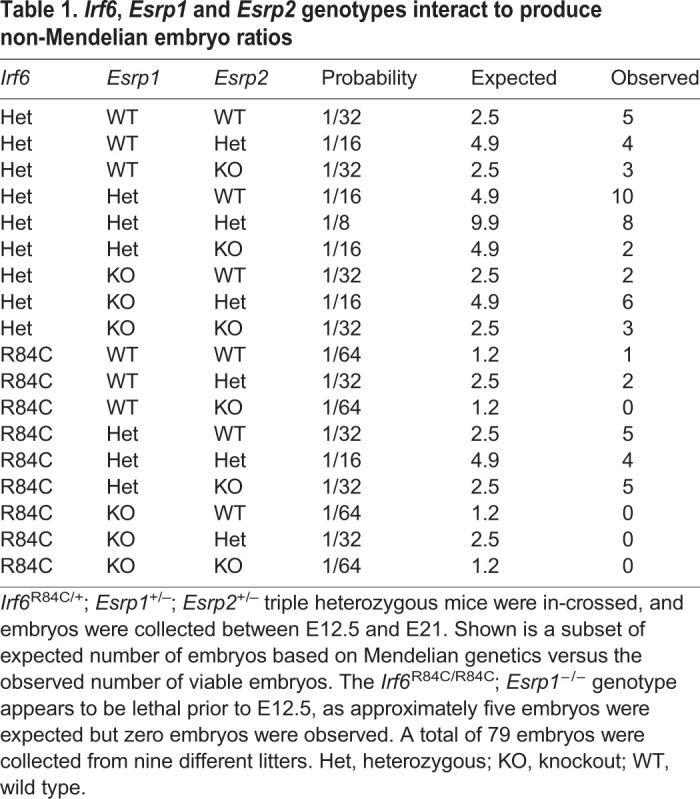
***Irf6*, *Esrp1* and *Esrp2* genotypes interact to produce non-Mendelian embryo ratios**

To test for phenotypic effects in the resulting *Irf6*; *Esrp1*; *Esrp2* compound mutants, we imaged embryos at E18.5. We did not observe any cleft lip or palate in any genotype collected except for the expected clefts when null for *Irf6* (Fig. S7) or *Esrp1* (Fig. 9). *Irf6*^R84C/+^; *Esrp1*^+/−^; *Esrp2*^−/−^ embryos that we predicted to be susceptible to cleft lip and/or palate were grossly normal (Fig. S7). We noticed some differences in the shape of the palate between heterozygous genotypes and measured the length (from philtrum to first rugae) relative to the width (space between lips). We found that *Irf6*^R84C/+^ heterozygotes exhibited a shorter palate than WT (Fig. 9A,B). A shorter snout has previously been reported in *Irf6* KO mice (Ingraham et al., 2006). The length/width ratio of *Esrp1/2* double heterozygotes was similar to WT, and in the *Irf6*; *Esrp1*; *Esrp2* triple heterozygote, the shorter palate phenotype of the *Irf6* heterozygote was reversed (Fig. 9A,B). Taken together, these breeding and morphologic analyses suggest an overlapping role of *Irf6* and *Esrp1/2* in regulating midface morphogenesis.

**Fig. 9.**
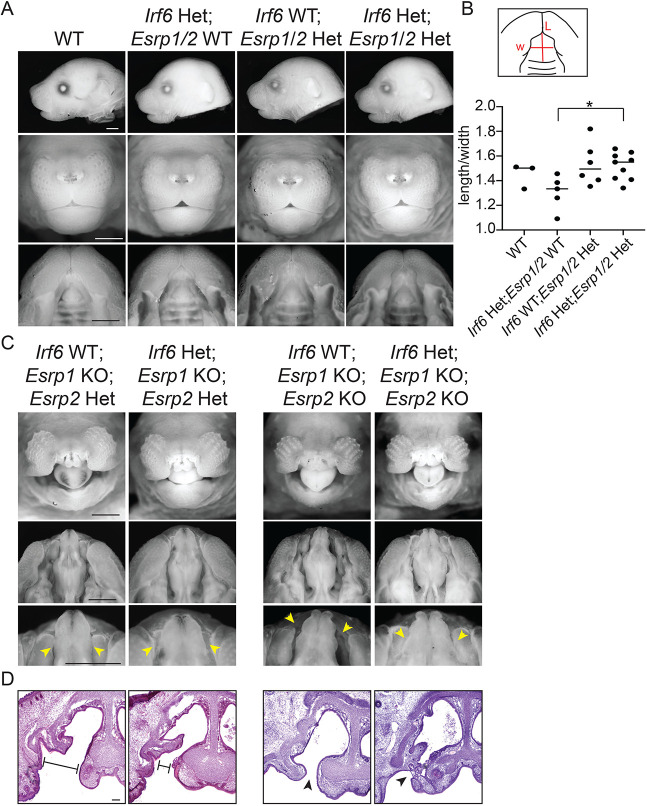
***Irf6* and *Esrp1/2* interact to modify palate phenotypes.** Mice compound heterozygous for *Irf6*^R84C^, *Esrp1* and *Esrp2* were generated by breeding *Irf6*^R84C*/*+^ with *Esrp1^+/−^*; *Esrp2*^−/−^ mice. The triple heterozygotes were then inter-crossed and embryos were collected at E18.5. (A) Representative lateral, frontal and oral images of embryos, comparing WT (*Irf6^+^*^/+^; *Esrp1*^+/+^; *Esrp2*^+/+)^, *Irf6*^R84C^ heterozygote (Het) (*Irf6*^R84C/+^; *Esrp1*^+/+^; *Esrp2*^+/+^), *Esrp1/2* double heterozygote (*Irf6*^+/+^; *Esrp1*^+/−^; *Esrp2*^+/−^) and triple heterozygote (*Irf6*^R84C/+^; *Esrp1*^+/−^; *Esrp2*^+/−^). (B) Measurements of palate length (L) relative to width (W). *Irf6*^R84C/+^ embryos tend to have a shorter palate compared with WT; however this genotype on an *Esrp1*^+/−^; *Esrp2*^+/−^ background results in significantly increased palate length relative to *Irf6*^R84C/+^; *Esrp1*^+/+^; *Esrp2*^+/+^ (one-way ANOVA, *P<0.05; *n*=3,5,6,9). (C) Representative frontal and oral images of embryos, comparing *Irf6*^+/+^; *Esrp1*^−/−^; *Esrp2*^+/−^ with *Irf6*^R84C^^/+^; *Esrp1*^−/−^; *Esrp2*^+/−^ and *Irf6*^+/+^; *Esrp1*^−/−^; *Esrp2^−^*^/−^ with *Irf6*^R84C/+^; *Esrp1*^−/−^; *Esrp2*^−/−^. Scale bars: 50 μm. (D) Hematoxylin and Eosin staining of coronal sections through the vomeronasal cavity and primary palate of the same embryos. *Irf6*^R84C^ heterozygosity modifies the *Esrp1* knockout (KO) and *Esrp1/2* double KO cleft lip and palate such that the cleft space between adjacent elements is narrower (arrowheads; C,D), and, in some cases, we noticed epithelial adhesions that limited the cleft. Scale bars: 100 μm.

**Fig. 10.**
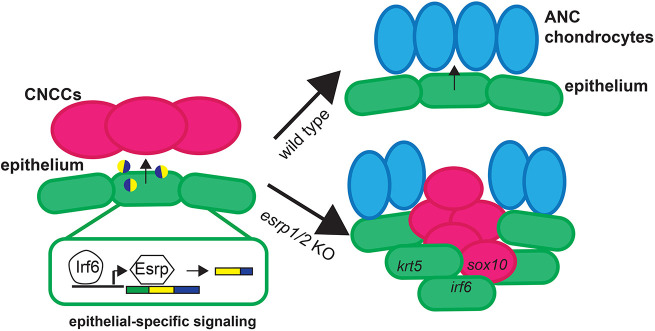
**Illustrative summary of results.** Ablation of the epithelial-restricted splicing factors *esrp1* and *esrp2* led to the dysregulation of CNCC integration and differentiation in the medial ANC, causing a cleft between lateral ANC elements. These results suggest that epithelial-specific splice variants of yet to be determined factors are required for directing the juxtaposed mesenchymal-derived cells and promoting normal morphogenesis.

As previously reported, *Esrp1* null and *Esrp1/2* double null embryos displayed bilateral CL/P (Fig. 9C). Interestingly, we noted a modification of this cleft phenotype when *Esrp1* and *Esrp1/2* null embryos were also heterozygous for *Irf6*. *Irf6*^R84C/+^; *Esrp1*^−/−^; *Esrp2*^+/−^ and *Irf6*^R84C/+^; *Esrp1*^−/−^; *Esrp2^−^*^/−^ embryos had less space or less wide clefts between the lateral lips and maxilla and the midline nasal capsule (Fig. 9C). This decreased space between tissue (or cleft severity) but persistence of a cleft was confirmed in histological sections (Fig. 9D). Further, histological sections showed presumed epithelial adhesions between lateral and medial portions of the nasal cavity in *Irf6* heterozygotes, whereas this space was open in *Esrp1* null and *Esrp1/2* double null embryos (Fig. 9D).

## DISCUSSION

Orofacial clefts are a common birth defect, and genome-wide association studies have identified some crucial genes associated with syndromic and non-syndromic cleft. Here, we describe mouse and zebrafish models using genes with known genetic variants in human cleft patients, *IRF6* and *ESRP1/2*. We present evidence to support that *Irf6* and *Esrp1/2* function in the same regulatory pathway. We observed that mz-*irf6*^-8bp/-8bp^ zebrafish embryos have significantly decreased expression of *esrp1*, and this is rescued upon introduction of *irf6* mRNA. This finding is consistent with *esrp1* being a transcriptional target of *irf6*, and putative *irf6* response elements (Khan et al., 2018) can be found surrounding the *esrp1* transcriptional start site. Additionally, RNA-seq identified known *irf6* targets, including *grhl3* and *tfap2a*. Direct molecular experiments are needed, however, to test transcriptional regulation of *esrp1* by *irf6*. We found that *Irf6* and *Esrp1/2* are consistently co-expressed in the embryonic frontonasal ectoderm and oral epithelium associated with the palate, and epithelium of the mouth opening, in both mouse and zebrafish.

In zebrafish, *irf6* null embryos ruptured during gastrulation, whereas *esrp1/2* null embryos survive to larval stage. However, post-gastrulation ablation of *irf6* resulted in a similar cleft morphology of the ANC as the *esrp1/2* null. Further analysis of the *esrp1/2* null showed that the cleft of the ANC correlated with a cleft in the upper margin of the mouth opening, reminiscent of a human cleft lip. Further, using a neural crest-specific photo-convertible reporter line, we were able to show that migration of CNCCs to the developing ANC occurred but chondrogenesis was impaired.

The early lethality of *irf6* null zebrafish initially precluded analysis of the *irf6* zygotic requirement in craniofacial development. Here, we utilized an optogenetics strategy to disrupt *irf6* function after gastrulation when the embryonic body axis had formed, thereby revealing the zygotic requirement for *irf6*. Future studies will use the *irf6* optogenetic model to study the roles of *irf6* during ANC and lip morphogenesis. Interestingly, periderm markers identified in the mouse lambdoidal junction were found to be dysregulated in the *irf6* mutant zebrafish model, specifically *grhl3*, *tfap2a* and *perp*. Additionally, *gata3*, which was identified as a mesenchymal marker at the fusion zone of mice (Li et al., 2019), is dysregulated in the *irf6* null zebrafish. This work highlights the utility of complementary studies of palate morphogenesis in zebrafish and mouse models. 

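In the zebrafish pools at 4.5 hpf, *perp*, which encodes a tetraspan protein of desmosomes, fell from 53.4 ± 6.33 CPM (SD, n = 3 pools) in WT to 13.9 ± 1.31 CPM in mz-*irf6* -8bp/-8bp embryos. Its log2 fold change was -1.94 (SE 0.09, adjusted p = 8.99e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *tfap2a* fell further, with a log2 fold change of -5.67 (SE 0.09, adjusted p = 2.05e-18 from the same test), and *grhl3* fell furthest of these genes. *pkp3a*, a plakophilin that binds desmosomal plaques, fell from 13.6 ± 1.06 to 0.651 ± 0.234 CPM, while *jupb*, a plakoglobin paralog, rose from 1.97 ± 0.359 to 6.04 ± 0.446 CPM. The null pools did not overlap the WT pools for *perp* (exact two-sided permutation test, p = 0.10, the smallest that 3 against 3 allow).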

The zebrafish model affords the transgenic tractability and visualization of CNCC migration, enabling us to determine the cellular mechanism responsible for the cleft ANC. The mouse mutants provide the mammalian anatomic contexts to examine cleft malformation.

Although the *esrp1*^-4bp/-4bp^; *esrp2*^-14bp/-14bp^ zebrafish exhibited consistent cleft lip and cleft ANC phenotype, the infertility of the *esrp2*^-14bp/-14bp^ fish preclude large-scale experiments to analyze downstream mechanisms of the development of cleft palate. We generated a robust *esrp1*^-4bp/-4bp^; *esrp2* morphant assay that can be applied in chemical screening experiments and functional testing of human *ESRP1/2* gene variants.

In humans, CPO is less common than CL/P (Gritli-Linde, 2008; Van Otterloo et al., 2016; Bush and Jiang, 2012). Although humans and mice share ∼99% of their genes and the early craniofacial development of the mouse embryo closely mirrors that of human (Swartz et al., 2011), there is a striking difference in the manifestation of orofacial cleft defects (Gritli-Linde, 2008). Most often, when a human CL/P-associated gene has been disrupted in mice, a cleft of the palate forms but the lip appears normal. Our current understanding in humans is that CL/P and CPO are different genetic disorders (Gritli-Linde, 2008; Juriloff and Harris, 2008; Dixon et al., 2011). These discrepancies between humans and mouse models hamper understanding of the etiopathogenesis of human CL/P. Here, we characterize the *Esrp*1/2 null mouse, exhibiting bilateral CL/P, as an important model for studying orofacial cleft etiopathogenesis. Additionally, as we place *ESRP1* in the *IRF6* gene-regulatory pathway, we hope to better understand how alternative isoforms regulated by *ESRP1* may, in turn, be important for palate development.

Whereas zebrafish have historically been an excellent model organism for forward genetic screens, CRISPR/Cas9 gene-editing technology has permitted relatively efficient reverse genetic engineering of zebrafish (Liu et al., 2019). This utility of the zebrafish embryo for studying developmental processes and modeling human cleft-associated genes necessitates further study into their craniofacial morphogenesis. Transplant and lineage-tracing experiments have illuminated the neural crest origin of the zebrafish ANC, and how the frontonasal and paired maxillary cartilage elements converge into a continuous cartilage structure (Reid et al., 1986; Dougherty et al., 2012; Dougherty et al., 2013). We show that *IRF6* and *ESRP1* are conserved in their requirement for ANC morphogenesis, where disruption results in orofacial cleft in human, mouse and zebrafish. These findings provide evidence of conserved molecular and morphological processes occurring in the merging and fusion of the mouse and zebrafish midface.

We suspect that non-epithelial expression of *Irf6* contributes to normal craniofacial morphogenesis and may explain some differences in the *Irf6* and *Esrp1/2* mutant phenotypes. Future research utilizing tissue-specific knockout of *Irf6* will address this hypothesis. We also suspect that the *Irf6* phenotype is more severe because *Irf6* acts upstream of *Esrp1*, along with additional targets, and ongoing experiments on the transcriptional activity of *Irf6* will be important. Recently, an in-depth analysis of a lineage-specific *Esrp1* knockout mouse was completed and found that *Esrp1* regulates proliferation of the mesenchyme of the lateral nasal prominences, along with being required for fusion of the medial and lateral nasal prominences (Lee et al., 2020). Ongoing work to identify *Esrp1/2* molecular targets and mechanistic studies of these targets will provide new insight into palate morphogenesis.

These studies highlight the utility of complementary mouse and zebrafish models to elucidate mechanisms of orofacial cleft development. Additionally, this work has expanded the scope of *Irf6* gene regulation in craniofacial development.

## MATERIALS AND METHODS

### Animal breeding and gene editing

All animal experiments were performed in accordance with protocols approved by Massachusetts General Hospital Animal Care and Usage Committee. C57Bl/6J (WT) animals were obtained from The Jackson Laboratory. *Irf6*^R84C/+^ mice were a gift from Dr Yang Chai (University of Southern California, Los Angeles, USA). *Esrp1^+/–^*; *Esrp2^−/−^* mice were received from Dr Russ Carstens (University of Pennsylvania, Philadelphia, USA). E0.5 was considered to be 12:00 on the day of the copulatory plug.

Zebrafish (*Danio rerio*) adults and embryos were maintained in accordance with approved institutional protocols at Massachusetts General Hospital. Embryos were raised at 28.5°C in E3 medium (5.0 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_) with 0.0001% Methylene Blue. Embryos were staged according to standardized developmental timepoints by hpf or dpf (Liu et al., 2001). All zebrafish lines used for experimentation were generated from the Tübingen strain.

CRISPR sgRNA target sites were identified by a variety of online CRISPR computational programs such as ZiFiT Targeter Version 4.2 (zifit.partners.org/ZiFiT) (Sander et al., 2007), crispr.mit.edu (https://zlab.bio/guide-design-resources) (Ran et al., 2013) and ChopChop (https://chopchop.cbu.uib.no) (Montague et al., 2014). sgRNAs were designed with the traditional sequence constraint of a 3′ protospacer adjacent motif sequence containing NGG and an additional sequence constraint of a 5′ NG for *in vitro* RNA synthesis.

The *esrp1*, *esrp2* and *irf6* CRISPR sgRNAs were generated by *in vitro* transcription from an SP6 promoter as described (Gagnon et al., 2014). Lyophilized Cas9 protein (PNA Bio) was resuspended in ddH_2_O to a stock concentration of 1 µg/µl and stored in single-use aliquots in −80°C and kept for 6 months. One-cell-staged zebrafish embryos were microinjected directly in the cytoplasm with 2 nl of a solution containing 15 ng/µl sgRNA and 100 ng/µl Cas9 protein pre-complexed for 5-10 min at room temperature (RT). A subset of embryos injected with the sgRNA and Cas9 protein mixture was harvested for genomic DNA to confirm the presence of indels, and the rest were grown into adulthood as F0 mosaic fish. F0 adult fish were subsequently outcrossed with WT fish to generate F1 founders with germline transmission of indel alleles. F1 founders were further outcrossed with WT fish to yield a large number of heterozygotes and minimize the presence of off-target edits. Lastly, F2 heterozygotes were in-crossed to generate homozygote embryos for phenotypic analysis.

DNA for genotyping was isolated from either whole 24 hpf embryos or tail fin clips using the HotSHOT method as previously described (Meeker et al., 2007). Genotyping primers flanking the CRISPR sgRNA site were designed using a combination of ChopChop (https://chopchop.cbu.uib.no) and NCBI primer BLAST (ncbi.nlm.nih.gov/tools/primer-blast/). Forward primers were synthesized by Invitrogen with 5′-FAM modifications. Microsatellite sequencing analyses were used to determine indel mutation sizes and frequencies (Massachusetts General Hospital DNA Core), and Sanger sequencing was performed on PCR amplicons of CRISPR sgRNA to confirm the exact sequence changes resulting from CRISPR mutagenesis.

### mRNA sequencing and qPCR

Total RNA was isolated from 4 hpf WT and maternal-null *irf6^−/−^* embryos by TRIzol and phenol-chloroform ethanol precipitation. Total RNA was quantified with the Nanodrop 2500 and assessed for quality with Bioanalyzer 2100 RNA chips (Agilent). Samples with RNA integrity numbers (RIN) over 9 were selected to proceed with sequencing library preparation. mRNA sequencing (mRNA-seq) libraries were prepared with the NEBNext Ultra RNA library preparation kit with poly(A) mRNA magnetic isolation module (NEB) essentially according to manufacturer protocols. Resulting cDNA libraries were quantified by a Qubit fluorometer and assessed for quality with a Bioanalyzer. The sequencing-ready cDNA libraries were quantified with the NEBNext library quantification kit for Illumina (NEB). mRNA-seq libraries were sequenced with single-end 50 at ≈20 million reads per sample with biological triplicates. Sequencing data are available at Gene Expression Omnibus (GEO; accession number GSE153828).

For qPCR, ∼30 zebrafish embryos per sample were flash frozen in liquid nitrogen. Mouse embryos from E11.5 timed pregnancies were isolated and dissected so that the head portion was flash frozen for RNA isolation and a posterior portion was frozen for genotyping. Samples were homogenized using a rotor-stator homogenizer, and RNA was isolated using an RNeasy Mini Kit (Qiagen). Total mRNA was quantified using a Nanodrop spectrophotometer (Thermo Fisher Scientific) and used for cDNA synthesis. qPCR was performed with Taqman probes and reagents (Thermo Fisher Scientific), and expression was normalized to 18s rRNA or *TBP* expression.

### Zebrafish embryo microinjection of mRNA and MOs

Microinjection of mRNA was performed by injecting 2 nl mRNA solution with 0.05% Phenol Red directly into the cytoplasm of one-cell-staged embryos. Lyophilized MOs were resuspended with ddH_2_O to a stock concentration of 20 ng/µl and stored at RT in aliquots. Individual aliquots were heated to 70°C and briefly vortexed before preparation of the injection mix to ensure full dissolution. Mismatch control MOs were injected under identical conditions to control for potential toxicities. Embryos from all methods of microinjection were examined at 3 hpf to remove unfertilized embryos, which were quantified against the total number of microinjected embryos to ensure that no fertilization defects were observed.

### WISH

Embryos were isolated at various time points and fixed in 4% formaldehyde at 4°C for 12-16 h. Subsequently, embryos were washed and stored in methanol. WISH- and digoxigenin (DIG)-labeled riboprobes were synthesized as described (Thisse and Thisse, 2008). Briefly, for riboprobe synthesis, PCR was performed using embryonic cDNA as templates and T7 promoter sequence-linked reverse primers to generate cDNA templates for *in vitro* transcription. PCR reactions were purified using the NucleoSpin gel and PCR clean-up kit (Machery-Nagel). *In vitro* transcription was performed using a T7 polymerase (Roche) and DIG labeling mix (Roche). DIG-labeled riboprobes were isolated with ethanol-NaOAc precipitation, resuspended in diethyl pyrocarbonate-treated ddH_2_O and stored at −20°C. All PCR products were TOPO cloned into pGEM-T Easy vectors (Promega) and sequence verified by Sanger sequencing. WISH colorimetric signal detection was performed using an alkaline phosphatase (AP)-conjugated anti-DIG antibody (Roche) and BM Purple AP substrate (Roche).

### RNAscope ISH

Zebrafish and mouse embryos were fixed in 4% formaldehyde, taken through a sucrose gradient and cryo-embedded and sectioned. Probes were designed and purchased from ACD Bio, and hybridization and staining were performed according to the manufacturer's protocol. Stained sections were imaged using a Leica SP8 confocal microscope, where a *z*-stack was obtained and analyzed on ImageJ for *z*-stack maximum-intensity projections. In cases where a larger field was imaged, Leica LAS X software was utilized to perform a tile scan and to reconstruct the tiled images.

### Skeletal staining and brightfield imaging

Zebrafish embryos were fixed at 96 hpf or 120 hpf in 4% formaldehyde and stored at 4°C overnight, washed with PBS, dehydrated in 50% ethanol, and stained with acid-free Alcian Blue overnight on a rotating platform at RT as described (Thisse and Thisse, 2008). Stained embryos were washed with ddH_2_O and subsequently bleached (0.8% w/v KOH, 0.1% Tween 20, 0.9% H_2_O_2_) until cell pigmentation was no longer present. For double-stained embryos (Alcian Blue and Alizarin Red), embryos were stained with a 0.05% Alizarin Red solution in ddH_2_O for 30 min on a rotating platform at RT following bleaching with KOH and H_2_O_2_. Then, double-stained embryos were placed in three changes of a tissue-clearing solution consisting of 25% glycerol and 0.1% KOH, each for 25 min. Whole and dissected stained embryos were mounted in 3% methylcellulose on a depression slide and imaged using a Nikon Eclipse 80i compound microscope with a Nikon DS Ri1 camera. *Z*-stacked images were taken to increase the depth of field with NIS Element BR 3.2 software. Stacked images were processed by ImageJ to generate maximum-intensity projection images.

For SEM, 4 dpf embryos were fixed in half-strength Karnovsky fixative. Samples were processed, and images were obtained by CBSET (Lexington, MA, USA). Mouse embryos from *Irf6*^R84C/+^; *Esrp1*^+/−^; *Esrp2*^+/−^ crosses were collected into PBS. Tail clips were saved for genotyping and embryos were fixed in 10% formalin for brightfield imaging. After imaging, skulls (excluding the lower jaw) were cryosectioned and sections were stained with Hematoxylin and Eosin.

### Optogenetic expression of *irf6* in zebrafish

Genes *irf6*, *irf6*-ENR, *irf6*^R84C^ and mCherry were isolated by PCR from various templates and inserted into the pGL4.23-(C120×5)-TATA vector with In-Fusion cloning (Clontech) according to the manufacturer’s instructions using a 1:2 vector-to-insert ratio to generate optogenetic response plasmids. The constructs were transformed in Stellar chemically competent cells (Clontech), and colonies were screened by PCR, restriction digests, Sanger sequencing and whole-plasmid sequencing to verify the sequence identities and accuracy of the constructs. Light-sensitive response protein VP16-EL222 was subcloned into pCS2+8 and *in vitro* transcribed from the SP6 promoter as described above to generate capped mRNA for embryo microinjections. The optogenetics injection mix consisted of 25 ng/µl EL222 and 10 ng/µl pGL4.23 response plasmid with 0.05% Phenol Red. Each embryo was microinjected with 2 nl of the optogenetics injection mix directly in the cytoplasm at the one-cell stage, immediately wrapped in aluminum foil, and placed into a dark incubator. Unfertilized and abnormal embryos were removed at 3 hpf in a dark room with limited exposure to ambient light. Injected embryos were divided into two groups (dark and light) at the desired developmental stage in E3 medium without Methylene Blue and placed under 465 nm blue light (LED panel, HQRP) at 0.3 mW/cm^2^ (measured by a PM100D digital power meter with an SV120VC photodiode power sensor, ThorLabs) with constant illumination. Control embryo containers were wrapped in aluminum foil.

### Lineage tracing

Embryos originating from an *espr1*^-4bp/-4bp^;*esrp2*^+/-14bp^ in-cross were injected with 8 ng *esrp1* MO and 4 ng *esrp2* MO at the one-cell stage, or uninjected WT embryos, all in a Tg(*sox10:kaede*) background, were grown until 20 somites, oriented for imaging in the sagittal position, and encased in 1% low-melt agarose. Using the 405 nm UV laser and ROI setting in a Leica SP8 confocal microscope, the anteriormost portion of neural crest cells that contribute to the FNP were unilaterally photoconverted, keeping the alternate side as an internal control, as previously described (Dougherty et al., 2012). Photoconverted embryos were carefully micro-dissected out of the agar and grown in E3 medium at 28.5°C until 4 dpf and imaged again to track the photoconverted cells. Maximum projections of the photoconverted half of the embryo, or the planes consisting of the palate, in 14 hpf or 4 dpf embryos, respectively, were generated using Fiji/ImageJ.

### Statistics

Statistical analyses were performed using Prism Software (GraphPad). An unpaired Student's *t*-test or one-way ANOVA with multiple comparisons was used as indicated. A *P*-value <0.05 was considered significant. Graphs represent the mean±s.e.m. or individual values (dots). In all experiments, *n* represents biological replicates.

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

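Gene expression was measured by RNA-seq in 3 pools of WT and 3 pools of mz-*irf6* -8bp/-8bp zebrafish embryos, with about 50 embryos per pool, at 4.5 hpf according to the results text (4 hpf according to the methods). The pools were assigned to genotype and replicate from the sample labels, and the labels name the same strain for both genotypes.

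The authors deposited a table of whole-number counts of reads per gene for each library. According to its header, the counts were made with featureCounts 2.0.0 over the exons of each gene of the Ensembl release 91 annotation of GRCz10, without regard to strand. The submitters' processing notes also name CASAVA 1.8.2, bcl2fastq 2.18, Trimmomatic 0.36, STAR 2.7.1a, Subread 2.0 and DESeq2, the last without a version. The authors also deposited a table of their own comparison, with log2 fold changes of WT over *irf6* null and their standard errors, made with DESeq2 according to the processing notes. That deposited table gives a p-value and a Benjamini-Hochberg adjusted p-value for each gene, and the sign of its log2 fold changes was turned here so that negative values are lower in the null embryos. It lists 19711 genes, and the deposited list of genes in the heat map, which holds cluster numbers, lists 3176. Another 12 columns of per-sample values in the authors' comparison tables were not used here.

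The totals were 18211998 to 19816301 counts (median 18975413) in WT pools and 18801008 to 20441831 counts (median 18863476) in null pools. At this depth, 3 counts over the 3 pools of a genotype were taken as the limit for a gene with 0 counts. The count table holds 34326 genes, of which 6587 had no count in any library, including all genes of the mitochondrial genome. Symbols came from the authors' comparison table for 16732 gene identifiers and from a reference table of gene names for another 10314, while 7280 had none. Of the entries in the gene lists, 46 matched no gene of the table. Coordinates are those of the count table, on GRCz10.

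Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its minimum count of 10, which left 16942 genes. Libraries were scaled by TMM, whose factors were 0.937 to 0.945 in WT and 1.06 to 1.07 in null pools, and the common biological coefficient of variation was 0.0525. Genotypes were compared with glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Single genes were also compared with an exact two-sided permutation test of the CPM values. The 35 gene lists, of which 34 had a measured member, were tested with camera from limma 3.58.1 at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

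The genes that could be named in the text were *irf6* and a list of genes from the paper's account of the RNA-seq, its Fig. 1 and *perp*, the 10 largest falls and the 10 largest rises among genes at an adjusted p under 0.01 with a mean of at least 5 CPM in the higher genotype and no overlap between genotypes, and up to 4 members of each list with the smallest p, together with members that make up a count of 5 or fewer. Many genes that the paper names elsewhere are outside this rule, and *cldn4* matched no gene of the table. The rule took 247 genes, not all of which are printed. The alternatives were scaling by median of ratios, by upper quartile or by library totals only, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, the replicate number as a block, leaving out each library in turn, glmTreat against a 2-fold change, an adjusted p under 0.01, the authors' comparison over the genes tested here, 500 in place of 100 top genes, a floor of 5 CPM, and for gene lists an estimated correlation and fry.

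The comparison was tested on simulated data, drawn from the means, dispersions and library sizes of these 6 libraries, with 16624 genes passing the filter. edgeR called 74% of 50 genes changed by 1.5-fold, 78% of 50 changed by 2-fold, 98.0% of 49 changed by 4-fold and 100% of 50 changed by 8-fold, and called 18 of 16425 unchanged genes. DESeq2 called 64%, 70%, 98.0% and 98% of the same groups and 9 of the unchanged genes. Only 200 genes were changed in the simulation, as many up as down, from means over both genotypes. In the real comparison 65.5% of the genes tested passed. The simulation therefore does not test the scaling, or the rate of false calls, under a change of that breadth. The paper's qPCR, in situ hybridization and mouse data were not analysed here.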

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

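The tests of scaling and of abundant genes on gene lists outside the periderm and the test of neighbouring genes were chosen only after the result was seen.

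Several groups of genes that the paper does not discuss were mostly lower in *irf6* null embryos by edgeR's adjusted p, with the same counts of lower genes when adjusted over the list alone. Of 13 genes of the yolk syncytial layer, the extraembryonic tissue under the blastoderm, 11 were lower and 1 was higher, with *hnf1ba* (log2 fold change -2.36) and *gata6* (-2.31) among the lower ones. Of 15 genes of the dorsal organizer, 13 were lower, with *noto*, the notochord homeobox gene, at -2.68 and *foxa3* at -1.87. Of 19 genes of Nodal-induced mesendoderm, 17 were lower, with *tbxta* at -4.33 and *aplnra*, the Apelin receptor gene, at -4.23. Of 18 ventral and Bmp-responsive genes, 13 were lower and 4 were higher, with *gata2a*, a factor of ventral ectoderm and blood, at -4.08 and *msx1b* at 1.76. Of 13 Fgf targets, 7 were lower and 2 were higher, with *dusp6* at -1.98. Of 18 neural ectoderm genes, 11 were lower and 4 were higher, with *foxd5* at -1.62 and *otx1*, a forebrain homeobox gene, at 0.86. Of 22 genes of the first zygotic wave, 20 were lower, with *sox32* at -6.26, and 2, *isg15* and *her3*, were higher. Of 43 splicing regulators other than *esrp1* and *esrp2*, 34 were lower and 4 were higher, with *ptbp1b* at -0.67, and 16 were lower and 5 higher with library totals only. Of 79 ribosomal protein genes, 75 were lower and 1 was higher (72 and 2 with library totals only), with *rps20* at -0.86. With library totals only, lower and higher genes numbered 11 and 2 in the yolk syncytial layer, 13 and 1 in the dorsal organizer, 17 and 1 in mesendoderm, 11 and 4 among ventral genes, 6 and 4 among Fgf targets, 9 and 4 in neural ectoderm and 15 and 2 in the first zygotic wave. The 9 lists are not separate, since 22 of their 218 genes are in more than 1 of them, such as *gata6*, *foxa3*, *sox32* and *foxd5*. Camera with Benjamini-Hochberg adjustment over 34 lists gave these 9 lists adjusted p-values between 1.10e-16 and 0.0387, and none passed with an estimated correlation (adjusted p = 0.109 to 0.381 with an estimated correlation).

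For the mesendoderm, yolk syncytial layer, dorsal organizer and ribosomal protein lists, the falls remained under the other scalings. Their highest median there was -0.38, and their 95% bootstrap intervals over genes lay below -0.25. These lists were grouped, and the limit of -0.25 was set, after the medians were known. The result therefore describes these lists and cannot decide whether a few genes taking most of the counts played a part. For the ventral, Fgf target, neural, first wave and splicing regulator lists, an effect of abundant genes was not settled either. The 100 most abundant genes took at most 16.4% of the counts of a library, which is not most of them. The limits for this share were set after it was known, and it does not measure how scaling moves these lists. The size of these falls depended on the scaling, with medians of -0.14 for Fgf targets and -0.0592 for splicing regulators with library totals only. In that setting the 95% bootstrap intervals of the ventral, Fgf target and neural lists reached above 0 (to 0.15, 0.17 and 0.04). Those of the first wave (to -0.24) and splicing regulator lists (to -0.02) did not. The cause was not tested. A younger stage of the null pools could not be told apart from an effect of *irf6* loss, which was not tested separately, since each genotype has 1 stage label and no measure of stage of its own. All bootstrap intervals in this paragraph resample the genes of a list as if they were independent, and do not measure the spread between pools. Zygotic lists had medians with 95% bootstrap intervals below 0 (neural -0.63, mesendoderm -2.29, ventral -0.55, yolk syncytial layer -1.63), as a younger stage would give, but those of the neural and ventral lists reached above 0 with library totals only. The median of 22 maternal oocyte genes, which a younger stage would raise, was 0.0839 with an interval from -0.05 to 0.32, and it depends on the scaling, at 0.26 with 16 genes higher and 4 lower with library totals only.

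The 10 largest rises were in genes that the paper does not discuss and that were close to absent in WT. Mean levels in the null pools were 24.6 CPM for *si:dkey-10f21.16*, 5.12 CPM for *si:ch1073-188e1.1* and 11.0 CPM for *tmprss15*. They were 13.6 CPM for the gene *ENSDARG00000106574*, which lies on chromosome 2 from 15292844 to 15296456, close to *si:dkey-10f21.16* (15301417 to 15302429). Levels of *mymx* and *acbd4* were 18.4 and 19.1 CPM, and that of the complement gene *c7b*, whose exons overlap *c6*, was 40.3 CPM. The last 3 were *loc556872* at 8.39 CPM, *si:dkey-165e24.1* at 9.25 CPM and *si:ch211-127b11.1* at 5.02 CPM.

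A strain variant linked to the *irf6* locus is argued against as the source of the rises above 4-fold, since 6 of 365 such genes (1.64%) lie within 10 Mb of *irf6*, against 1.82% of all genes tested, a ratio of 0.901 with a 95% upper bound of 1.94. Of the 365 genes, 55 had a neighbour that also rose above 4-fold, against a mean of 17.3 over shuffled positions, a ratio of 3.18. Falls above 4-fold clustered in a similar way (157 of 671 against 53.9, a ratio of 2.91). Variants at other loci therefore cannot be told apart from neighbouring genes that change together. An effect of *irf6* loss on these genes stays open.

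A few genes taking most of the counts is argued against as the source of the excess of falls among the largest fold changes, since the lowest share under the other scalings was 81.0% lower. The 10 most abundant genes took 3.25% to 4.25% of the counts of a library. With 3 pools per genotype, 10 splits of the libraries are too few for a share under 0.05. The real split, 1 of the 10, gave 11104 genes by edgeR, and the highest of the others gave 0. Each other split puts pools of both genotypes in both groups, which widens the spread within groups. Their counts therefore do not measure what chance alone would give.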

How the results depend on the processing

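None of the settings here was chosen after the result was seen. Of 154 counts, shares and ranks under an alternative, 144 lay within the limit set for them and 10 moved beyond it. *irf6* and *esrp1* were lower and passed the test in every setting. Requiring at least 10 counts in every library gave 855 lower and 745 higher genes above 2-fold, 233 and 101 above 4-fold, a rank of 15 for *esrp1* by fold change, 17 lower and 0 higher periderm genes, 4 lower keratins, 4 lower claudins and 39 lower structural genes, because by construction it drops genes that are nearly absent from one genotype. glmTreat, which by construction tests against 2-fold rather than 0, gave 992 lower and 637 higher genes. Over the top 500 genes, 76.8% were lower by p and 73.0% by fold change. With library totals only, 10 orofacial cleft homologs were higher, and 8 genes near no change in the main scaling were higher, with log2 fold changes of 0.15 for *ca15b*, 0.13 for *ccnb1*, 0.15 for *cdc20*, 0.16 for *cxcr4a*, 0.15 for *dnd1*, 0.17 for *etv5a*, 0.17 for *rps2* and 0.18 for *tjp2b*, which by construction follows from the shift of all genes. With DESeq2, 9992 genes passed and 2 genes with Fgf names were higher, and the cause was not tested. Leaving out each library in turn gave 10349 to 10806 genes past the threshold, a share lower among the largest fold changes of 77.0% to 89.0%, with the lowest without the first WT pool, and 2 to 4 higher genes with Fgf names, and the cause was not tested. Among values of single named genes, 3069 of 3163 kept their direction and side of the threshold, 53 no longer passed, 33 passed only in the alternative and 8 reversed. Of 884 list counts, 48 moved beyond 1.5 times. Camera calls were lost for 16 lists with an estimated correlation and for 0 lists in any run without 1 library. Fry, which does not compare a list with other genes, called 32 lists in one direction and 34 in either. Depth limits the genes with almost no counts in one genotype, whose folds are bounds or ratios with wide intervals.

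With the replicate number as a block, 11753 genes passed, 99.7% of the genes above 2-fold were also called, and no call of camera was lost. Neither the paper nor the labels say that the numbers pair WT and null pools. Deviations of same-numbered pools from their group means correlated at 0.146, 0.142 and 0.0104, against -0.161 to 0.0269 for pools with different numbers. The third WT pool correlated about as much with the first null pool (0.0127). A batch shared by pools of the same number was thus neither shown nor excluded.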

Differences from the paper's values

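No test in this part was chosen after the result was seen. For *tfap2a*, the paper's log2 fold change is about -5.5 in Fig. 1B, read by eye, and the value here was -5.67 (SE 0.09). Of the alternatives set before the data were examined, upper quartile scaling (-5.65), library totals only (-5.49), at least 10 counts in every library (-5.67) and leaving out the second WT pool (-5.64) or the third null pool (-5.58) differed from the paper's value by no more than the larger error. Median of ratios scaling, DESeq2, no filter on low counts, the replicate block and leaving out any of the other libraries differed by more. The authors' deposited table gives -5.69 for *tfap2a*, and DESeq2 gave -5.69 here. The value here is thus close to the authors' own, and the difference is from the reading by eye. The distance of a setting from that reading does not show which setting matches the authors' comparison.

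The paper lists *fzd5* among Wnt genes that were downregulated. Here *fzd5* was higher in the null embryos, with a log2 fold change of 0.85 (adjusted p = 3.17e-07 from edgeR with Benjamini-Hochberg adjustment), and it was higher under every alternative that was run. The authors' deposited table gives 0.83 for *fzd5*. The other Fgf and Wnt genes named beside it, *fgf8a*, *fgf17*, *fgf24*, *dact2*, *rspo3* and *frzb*, were lower here.

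The paper lists *wnt11* as downregulated. The gene that the annotation names *wnt11* had a log2 fold change of 0.41 (adjusted p = 0.325 from edgeR with Benjamini-Hochberg adjustment), whereas *wnt11f2* had one of -2.18 (adjusted p = 5.75e-16 from the same test). Which of these genes the paper means was not settled, so this is a difference only if it means the first.

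The paper's text counts genes changed by more than 2-fold, and the legend of Fig. 1A gives an absolute log2 fold change above 2 and an adjusted p under 0.01 for the same heat map. The authors' deposited table holds 1799 lower and 1377 higher genes at the thresholds of the text, as the text states, and 827 and 403 at those of the legend. At the legend's thresholds, 671 genes were lower and 365 were higher here. These counts cover only genes that passed the filter on low counts, whereas the deposited table lists more genes. Without that filter, in a larger set of genes than either, 987 were lower and 529 were higher at those thresholds. Over the genes tested here, the authors' table gives 1532 lower and 1255 higher genes at the thresholds of the text, against 1532 and 1382 here. The counts of the full deposited table and those here therefore do not compare the same genes.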

Other observations

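No test in this part was chosen after the result was seen.

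Of 22 histone genes, 10 were higher, 3 were lower and 9 did not pass in *irf6* null embryos (the same when adjusted over the list alone), and 15 were higher and 2 lower with library totals only. *histh1l*, a linker histone gene, rose from 74.8 ± 4.83 CPM (SD, n = 3 pools) to 166 ± 15.5 CPM, whereas *h3f3a*, *h3f3c* and *h3f3d*, which encode the replacement histone H3.3, were the 3 lower ones. *h3f3b.1*, named after its values were seen, did not pass (log2 fold change 0.06, adjusted p = 0.364 from edgeR with Benjamini-Hochberg adjustment). The libraries were made from poly(A) RNA, so histone transcripts without a poly(A) tail are not covered by these values. Of 33 cell cycle genes, 18 were lower (19 when adjusted over the list alone) and 10 were higher, but 9 were lower and 14 higher with library totals only. *mcm3*, a helicase subunit, fell from 177 ± 11.8 to 86.2 ± 0.345 CPM. Of 22 maternal oocyte genes, 10 were higher and 6 were lower (the same when adjusted over the list alone), and 16 were higher and 4 lower with library totals only, with *btg4*, a gene of maternal RNA clearance, rising from 113 ± 6.43 to 179 ± 2.52 CPM and *pou5f3*, the Oct4 homolog, falling from 1416 ± 71.4 to 966 ± 30.0 CPM. Of 14 germ plasm genes, 7 were higher and 4 were lower (the same when adjusted over the list alone), and 9 were higher and 2 lower with library totals only, with *dazl* higher by a log2 fold change of 0.53. Of 39 collagen and laminin genes, 19 were lower and 7 were higher (the same when adjusted over the list alone), and 18 were lower and 10 higher with library totals only.

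Genes of cell stress and death did not move together. Of 20 genes of the p53 response and apoptosis, 8 were lower and 5 were higher (the same when adjusted over the list alone), and 4 were lower and 8 higher with library totals only. *gadd45ba*, a stress sensor gene, fell from 77.2 ± 5.75 CPM (SD, n = 3 pools) to 2.06 ± 0.237 CPM, while *cdkn1a*, the p21 gene, rose from 2.87 ± 0.574 to 5.50 ± 1.39 CPM and *bbc3* (Puma) from 5.13 ± 1.14 to 13.4 ± 3.63 CPM. Of 22 acute stress genes, 8 were lower and 7 were higher (the same when adjusted over the list alone), and 5 were lower and 10 higher with library totals only, with *atf3* rising from 15.1 ± 2.61 to 35.0 ± 1.12 CPM, and the list's median of -0.03 and mean of 0.19 differ in sign. Of 11 interferon genes, 5 were lower and 2 were higher (3 and 3 with library totals only), and of 9 genes of the Irf family, 5 were lower and 2 were higher (4 and 2 with library totals only, and both the same when adjusted over the list alone). *irf8* rose from 0.640 ± 0.194 to 2.66 ± 0.637 CPM, and *irf4b* fell from 1.52 ± 0.371 to 0.523 ± 0.141 CPM. Of 15 cell polarity genes, 7 were lower and 2 were higher, but 4 were lower and 6 higher with library totals only, and of 8 epithelial protease and inhibitor genes, 5 were lower and none was higher (3 and 1 with library totals only, and both the same when adjusted over the list alone). Of 8 genes of tissues that form later, 3 were lower and 2 were higher (the same when adjusted over the list alone).

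Of the 219 genes of these lists, 4 are in more than 1 list. None of these groups passed camera with Benjamini-Hochberg adjustment over 34 lists, with adjusted p-values from 0.0653 for epithelial proteases and 0.0708 for histones to 0.932 for acute stress genes. Across the 16942 genes, log2 fold changes here and in the authors' deposited table had a Pearson correlation of 1.00, and 0 genes with an adjusted p under 0.05 here by edgeR had one in the opposite direction there. Both comparisons rest on the same libraries, so this checks the processing and is not independent evidence for the changes.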
